# Dissection of the Complex Transcription and Metabolism Regulation Networks Associated with Maize Resistance to *Ustilago maydis*

**DOI:** 10.3390/genes12111789

**Published:** 2021-11-12

**Authors:** Xinsen Ruan, Liang Ma, Yingying Zhang, Qing Wang, Xiquan Gao

**Keywords:** maize, resistance, transcriptome, metabolome, *Ustilago maydis*

## Abstract

The biotrophic fungal pathogen *Ustilago maydis* causes common smut in maize, forming tumors on all aerial organs, especially on reproductive organs, leading to significant reduction in yield and quality defects. Resistance to *U. maydis* is thought to be a quantitative trait, likely controlled by many minor gene effects. However, the genes and the underlying complex mechanisms for maize resistance to *U. maydis* remain largely uncharacterized. Here, we conducted comparative transcriptome and metabolome study using a pair of maize lines with contrast resistance to *U. maydis* post-infection. WGCNA of transcriptome profiling reveals that defense response, photosynthesis, and cell cycle are critical processes in maize response to *U. maydis*, and metabolism regulation of glycolysis, amino acids, phenylpropanoid, and reactive oxygen species are closely correlated with defense response. Metabolomic analysis supported that phenylpropanoid and flavonoid biosynthesis was induced upon *U. maydis* infection, and an obviously higher content of shikimic acid, a key compound in glycolysis and aromatic amino acids biosynthesis pathways, was detected in resistant samples. Thus, we propose that complex gene co-expression and metabolism networks related to amino acids and ROS metabolism might contribute to the resistance to corn smut.

## 1. Introduction

Plants have deployed a highly sophisticated innate immune system to perceive potentially dangerous microbes; however, pathogens have also developed strategies to facilitate their own progression on host plants. Therefore, the “arms race” between plants and pathogens is ubiquitous throughout co-evolution history [1]. On one hand, plant can recognize the pathogen-associated molecular patterns (PAMP) of pathogens to subsequently activate PAMP-triggered immunity (PTI) [2]. On the other hand, pathogens could evade PTI through PAMP modification and secreted effectors [3,4,5]. Furthermore, effectors could be perceived by host-resistance (*R*) proteins, such as nucleotide-binding leucine-rich repeats (NB-LRR) proteins, which subsequently activate more robust and rapid defense response, so-called effector-triggered immunity (ETI), often leading to hypersensitive response (HR) or programmed cell death (PCD) in the host [6]. However, the roles of PCD in plant innate immunity largely rely on the living style of colonizing pathogens; e.g., PCD is beneficial to necrotrophic pathogen, but it enables the host to restrict the invasion of biotrophic pathogens. Therefore, to facilitate their pathogenicity, necrotroph and biotroph pathogens have evolved differential strategies to adapt to host immunity.

As one of the top ten plant fungal pathogens, the well-known biotrophic pathogen *U. maydis* causes corn common smut diseases on almost all types of maize organs, resulting in substantial yield loss and quality reduction [7]. Accumulating evidence has shown that *U. maydis* can deploy several strategies to overcome maize immunity, thus initiating the biotrophic interaction with the host [8,9,10]. For example, *U. maydis* effectors, including Jsi1 and Cce1, can suppress the host immune system to promote the virulence [11,12]. Conversely, *U. maydis* infection can also trigger host immune responses, including reactive oxygen species (ROS) production, protease activation, and salicylic acid signaling. Therefore, *U. maydis*–maize interaction is becoming a well-established model to study the interaction between maize and biotrophic pathogens.

Previous works have revealed that multiple maize genes could be involved in defense against *U. maydis*; for instance, the expression of maize *chitinases* was up-regulated in *U. maydis* infected leaves, which subsequently suppressed the fungal growth [13]. Moreover, maize peroxidase POX12 and Papain-like cysteine proteases (PLCPs) were specifically induced, triggering ROS accumulation and salicylic acid related defense signaling, respectively, and thus a defense response to *U. maydis* [14,15]. Furthermore, maize DUF26-domain family proteins were highly induced at an early stage upon *U. maydis* infection, showing antifungal activity, but targeted and suppressed by *U. maydis* effector protein Rsp3 (Repetitive secreted protein 3) [16]. Despite research progress on the interaction between maize and *U. maydis*, host genes and associated resistance strategies deployed by maize to achieve successful defense to *U. maydis* have not been fully identified and characterized.

A previous RNA-seq study showed that numerous maize genes were differently regulated upon *U. maydis* inoculation, and functional categories of different expressed genes (DEGs) were mostly enriched in defense and metabolic pathways [17]. Intriguingly, *U. maydis* infection could also regulate a series of organ-specific genes in maize [10,18]. For example, *U. maydis* effector protein See1 induced maize cell cycle gene expression in leaves, leading to leaf cell division and eventually tumor formation [19]. Furthermore, maize-line-specific genes were also found to be involved in *U. maydis* and maize interaction [20]. Taken together, these findings indicate that the regulation of transcription reprogramming of host genes is critical for the biotrophic infection of *U. maydis*.

In this study, to identify regulatory networks of genes and metabolites associated with resistance to corn smut caused by *U. maydis*, we performed *U. maydis* virulence assay in a panel of maize inbred lines and conducted transcriptome and metabolome analysis using a pair of maize lines with contrasting phenotype. The joint analysis of transcriptomics and metabolomics provided more detailed explanation of the genetic and molecular mechanisms underlying the complex resistance trait of corn common smut at both transcription and metabolism levels.

## 2. Materials and Methods

### 2.1. Plant Materials and Fungal Strain

A maize panel was used consisting of 100 tropical and subtropical varieties, most of which were a gift from Prof. Jianbin Yan at Huazhong Agricultural University. A *U. maydis* strain provided by Prof. Canxin Duan at Chinese Academy of Agricultural Sciences was isolated from infected plants in a corn field of Hebei province, China.

### 2.2. Plant and Fungal Cultivation and Fungal Virulence Assay

The seeds of various maize lines were sown and grown in pots containing potting soil (nutrient soil: vermiculite = 1:1). The seedlings were cultured and maintained in a temperature-controlled greenhouse with a 14/10 h light/dark period, and the light was provided with a photon flux density of 300 μmol·m^−2^·s^−1^, and with temperatures of 28 °C day/20 °C night. *U. maydis* strains were grown in liquid YEPS medium (0.4% yeast extract [*w*/*v*], 0.4% bacto-pepton [*w*/*v*] and 2% sucrose [*w*/*v*]) at 28 °C 200 rpm for 2 days and centrifuged for 20 min at speed of 3000 rpm to remove the medium, and then cell suspension in H_2_O (with 0.01% Tween 20) was adjusted to OD_600_ = 1.0. Suspension was injected with a syringe into the stem of 7-day-old maize seedling, and the disease symptoms of individual plants were scored at 8 days post injection, according to the established classification of disease symptoms [21].

### 2.3. Transcriptome Sequencing and Data Processing

The 7-day-old seedlings of resistant line CML326 and susceptible line GEMS15 were injected with *U. maydis* at 1 h before the light period as described above. Samples of the stem around the injection site were collected at 0 (mock), 1, 2, and 4 days post-infection (dpi) and quickly frozen in liquid nitrogen. Three biological replicates were conducted, and six plants were sampled for each time point. Each subset of samples was pooled and ground in liquid nitrogen, and the RNA was extracted with TRIZOL (Invitrogen, Carlsbad, CA, USA; catalog # 15596-026) by following the manufacturer’s instructions. RNA samples were analyzed on 1% agarose gel electrophoresis, OD260/280 and OD260/230 values of RNA samples were qualified with NanoDrop 2000 (Thermo Fisher Scientific; Waltham, MA, USA), and RIN (RNA Integrity Number) of RNA samples were measured with Agilent 2100 RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA; catalog # 5067–1511) (Supplementary Table S1).

Total RNA was subjected to quality control prior to library construction using Illumina TruSeq RNA library prep kit v2. Subsequently, the RNA sequencing was performed using Illumina HiSeq 2000 (Illumina Inc.; San Diego, CA, USA) at Berry Company, Beijing, China. Approximately 24 million 150 bp paired-end clean reads were obtained per sample.

Hisat2 software version 2.1.0 (Baltimore, MD, USA) [22] was applied to map read pairs to B73 AGPv4.59 reference genome. Stringtie software version 1.3.5 (Baltimore, MD, USA) [23] was applied in assembly with B73 v4.59 reference genome annotation, and gene counts data were processed with R package DESeq2 version 1.31.2 (Heidelberg, Germany) [24]. Gene expression data of 0 day samples were set as control, and DEGs were filtered with the parameters of adjusted *p*-value < 0.05 and absolute log2FoldChange > 1. For gene ontology and KEGG pathway enrichment, R package ClusterProfiler version 3.18.0 (Guangzhou, China) [25] was implemented, and enrichment results were filtered with the parameters of adjusted *p*-value < 0.05.

### 2.4. Weighted Gene Co-Expression Network Analysis

Gene co-expression modules were constructed with R package WGCNA (weighted gene co-expression network analysis) version 1.68 (Los Angeles, CA, USA) [26], for which the soft threshold was set as 14, and a correlation threshold value of 0.75 was applied in the modules’ merging. Genes with module membership over 0.8 were selected as high module membership genes for each module and processed for the enrichment and co-expression study. Furthermore, genes with high co-expression connection within the module were filtered, and co-expression network illustration was conducted with Cytoscape version 3.7.1 (Seattle, WA, USA) [27].

### 2.5. Quantitative Real-Time PCR

Total RNA samples were reverse-transcripted to cDNA using HiScript II Q RT SuperMix kit (Vazyme, catalog # R223-01; Nanjing, China). The relative expression levels of selected genes were detected by quantitative real-time PCR (qRT-PCR) using AceQqPCR SYBR Green Master Mix (Vazyme, catalog # Q111-02; Nanjing, China) and BioRad CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories; Hercules, CA, USA). The melting curves analysis were carried out at the end of PCR cycles, and the relative expression levels of target genes were calculated using the 2^−ΔΔCT^ method [28]. *ZmGAPDH* was used as maize housekeeping gene. Gene specific primers were listed in Supplementary Table S2.

### 2.6. Metabolites Quantification and Analysis

A set of leaf samples of mock and infection at 4 dpi were collected for metabolite quantification. The freeze-dried tissue was crushed to fine powder, and 100 mg was extracted with 0.6 mL of 70% aqueous methanol and then filtrated and subjected to UPLC-MS/MS system (UPLC, Shim-pack UFLCSHIMADZU CBM30A system; MS, Applied Biosystems 4500 Q TRAP) for detection and quantification. Metabolites were extracted and identified using Metware database (METWARE, Wuhan, China). Metabolites showing significant accumulation were filtered by R package MetaboAnalystR version 1.01 (Montreal, QC, Canada) [29], with parameters of absolute log2FoldChange > 1 and variable importance in projection (VIP) over 1. Principal component analysis (PCA) was performed by a statistics function within R. All charts were illustrated with R package ggplot2.

## 3. Results

### 3.1. Transcriptome Profile of Resistance and Susceptible Maize Lines upon U. maydis Infection

To identify the maize germplasms resistant to *U. maydis* from a panel consisting of tropical and subtropical lines, we performed *U. maydis* virulence assay on seedlings of 100 lines. The panel displayed great variation of the average disease index, ranging from level 1 to level 6 (Figure 1A, Supplementary Figure S1). Through more than three biological replications of phenotype assay, two lines showed a stable and contrasting phenotype, with CML326 being resistant, mostly covering level 2 and level 3, whereas GEMS15 was highly susceptible to *U. maydis* infection, covering level 4 and level 5 (Figure 1B,C).

To identify the genes potentially involved in resistance to *U. maydis*, we carried out a comparative transcriptomic analysis using CML326 and GEMS15 lines inoculated with *U. maydis* at 0, 1, 2, and 4 dpi, respectively. 

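The expression data behind this comparison are 24 RNA-seq libraries, 3 for each of 8 groups, namely the mock group and the groups at 1, 2 and 4 dpi of the resistant line CML326 and of the susceptible line GEMS15. Mock is 0 dpi, so every infected group was compared with younger seedlings, and mock seedlings of the same age were not analysed here. The paper gives the tissue as stem around the injection site, whereas the sample labels name leaf. Starting from the gene counts that the authors obtained with Hisat2 2.1.0 and StringTie 1.3.5, 31931 of 49474 gene identifiers passed the filter on low counts and were tested with the quasi-likelihood test of edgeR, at the limits for DEGs that the paper set. Differences between the lines were tested as an interaction, the log2 fold change in CML326 minus that in GEMS15.

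Total counts per library ranged from 66148405 to 125258728, with a median of 74603053, while the paper states about 24 M clean reads per sample. All values given here rest on the counts as they stand, unless a division by 4 is named. Of the 141797 values from 1 to 40, 33.7% are multiples of 4, against 25% if every value were as frequent, and 12958 values equal 4 while 5747 equal 3 and 8360 equal 5. Of all identifiers, 11108 had no count in any library. The 2 most similar libraries of a group still differed by a chi-square of 9.86 per gene, so none was a copy of another. It was computed on counts divided by 4, over the 24209 genes with enough counts in that pair. Scaling by the upper quartile in place of TMM shifted the log2 fold changes of all genes by a median of −0.16 in CML326 at 1 dpi and −0.10 in GEMS15 at 2 dpi.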

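The RIN values listed in the paper ranged from 7.8 for replicate 3 of CML326 at 4 dpi to 9.8 for replicate 1 of CML326 at 2 dpi. In the count data, the 10 most counted genes took between 3.28% and 6.17% of the counts of a library, and genes with at least 1 count numbered between 29858 and 31884 per library.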

The RNA samples displayed high quality, as evidenced by both electrophoresis analysis (Supplementary Figure S2) and RIN values (Supplementary Table S1). 

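Pearson correlations between libraries were computed on log2(CPM + 1) over the 31931 tested genes, whose values are not independent of each other. Within groups, r ranged from 0.955 to 0.993 with a median of 0.983. Between different groups of a line the median r was 0.944 (0.835 to 0.989), and between libraries of CML326 and GEMS15 it was 0.914 (0.801 to 0.949). The median within a group was lowest at 2 dpi, at 0.968 in CML326 (0.963 to 0.992) and 0.963 in GEMS15 (0.955 to 0.991). Replicate 1 of GEMS15 at 2 dpi had r of 0.988 with replicate 3 of GEMS15 at 4 dpi, a library of another group. The alternative that moved these medians most was log2(CPM + 0.1), which lowered the median between lines to 0.877. In a principal component analysis, PC1 held 48.9% of the variance and separated mock from infected libraries, with mock libraries from −122 to −101. PC2 held 30.3% and separated the lines, with CML326 from −74.0 to −50.7 and GEMS15 from 35.9 to 76.4.

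**Figure D1:**
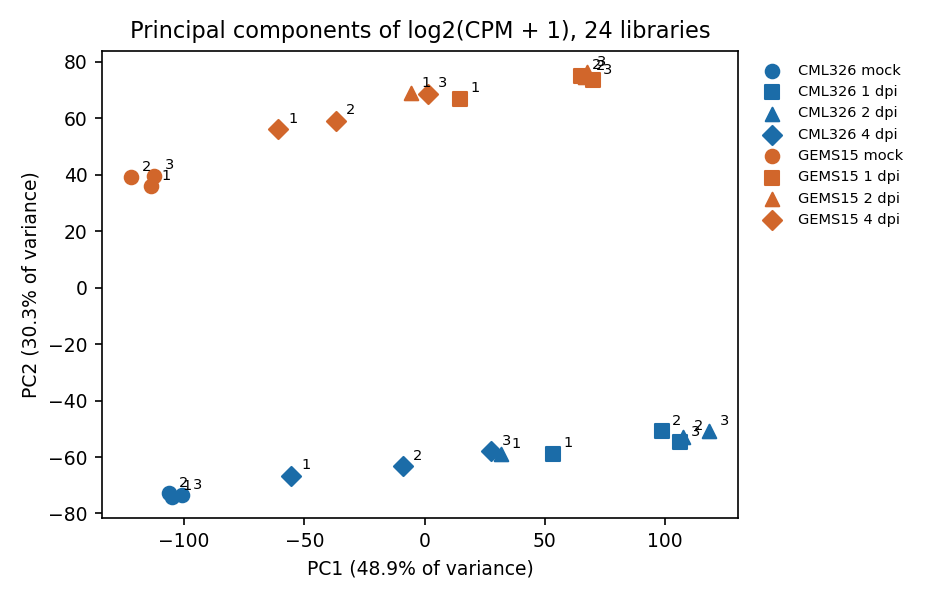
PC1 and PC2 of log2(CPM + 1) over the tested genes. Each point is 1 of the 24 libraries, 3 for each line and time point.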

A strong correlation was found among three biological replicates (Supplementary Figure S3). DEGs of maize upon *U. maydis* infection over mock samples were then identified. Overall, more DEGs were found in both lines at 1 dpi and 2 dpi compared to at 4 dpi. Moreover, more numbers of DEGs were detected in resistant line CML326, with 5267 and 5044 up-regulated at 1 dpi and 2 dpi, respectively, while 4569 and 3980 DEGs were detected in the susceptible one GEMS15 at 1 dpi and 2 dpi, respectively. Similarly, more down-regulated DEGs were found in CML326 at both 1 and 2 dpi compared to in GEMS15. However, the number of DEGs between CML326 and GEMS15 at 4 dpi was similar (Figure 1D). 

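In CML326, 8206 genes were called as DEGs at 1 dpi, 8976 at 2 dpi and 2853 at 4 dpi. In GEMS15 the numbers were 6883, 5770 and 2987. Without the limit on the fold change, 12687, 13704 and 4487 genes passed the limit for the adjusted p in CML326, and 10800, 8872 and 4375 did in GEMS15. Up-regulated genes made 62.4%, 58.4% and 87.9% of the DEGs in CML326 and 65.1%, 75.8% and 79.6% in GEMS15. With upper-quartile scaling these shares were 52.4% in CML326 and 54.5% in GEMS15 at 1 dpi, and 50.4% and 65.3% at 2 dpi. Among all alternatives, glmTreat, a test of whether a change is larger than 1 on the log2 scale, moved the numbers most, for example to 3291 genes up and 576 down in CML326 at 1 dpi. All 6 comparisons use the mock group of their line, so the numbers at the 3 time points of a line are not independent.

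**Figure D2:**
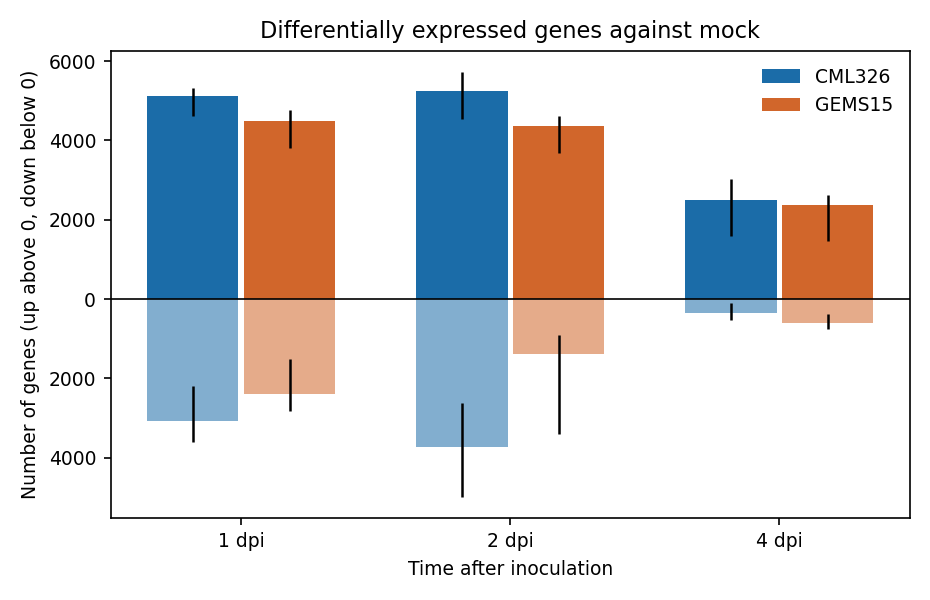
Numbers of DEGs against mock in CML326 and GEMS15 at 1, 2 and 4 dpi. Bars above 0 count up-regulated genes and bars under 0 down-regulated genes, and lines give the range with each of the 24 libraries left out in turn.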

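Up-regulated genes numbered 5120 in CML326 against 4479 in GEMS15 at 1 dpi, a ratio of 1.14, and 5243 against 4374 at 2 dpi, a ratio of 1.199. Their median log2 fold change was 2.66 in CML326 and 2.54 in GEMS15 at 1 dpi, and 2.55 and 2.58 at 2 dpi. With each of the 24 libraries left out in turn, the numbers stayed between 4629 and 5335 in CML326 and between 3800 and 4769 in GEMS15 at 1 dpi. At 2 dpi they stayed between 4545 and 5727 and between 3672 and 4607.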

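Down-regulated genes numbered 3086 in CML326 against 2404 in GEMS15 at 1 dpi, a ratio of 1.28, and 3733 against 1396 at 2 dpi, a ratio of 2.67. Their median log2 fold changes were smaller than those of up-regulated genes, at −1.47 and −1.38 at 1 dpi and −1.55 and −1.28 at 2 dpi. Leaving out single libraries kept the numbers in CML326 between 2190 and 3595 at 1 dpi and between 2618 and 4982 at 2 dpi. In GEMS15 at 1 dpi, 1519 genes were down-regulated without replicate 3 of that group. In GEMS15 at 2 dpi the number was 3411 without replicate 1, 907 without replicate 2 and 928 without replicate 3. Without replicate 1 of GEMS15 at 2 dpi, the ratio between the lines at 2 dpi was 1.131. It was 4.18 without replicate 2 and 4.02 without replicate 3 of that group, 3.19 without replicate 1 of CML326 at 2 dpi, 9.68 with glmTreat, and 1.52 without replicate 1 of the 2 dpi group in either line.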

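At 4 dpi, 2508 genes were up-regulated and 345 down-regulated in CML326, and 2377 were up-regulated and 610 down-regulated in GEMS15. The ratio of CML326 to GEMS15 was 1.06 for genes up, 0.566 for genes down and 0.955 for all. These numbers depend on single libraries. Genes up in CML326 numbered 1597 without replicate 3 of the 4 dpi group, and genes down numbered 535 without replicate 1 and 107 without replicate 3 of that group and 173 without mock replicate 2. In GEMS15, genes up numbered 1470 without replicate 3 of the 4 dpi group, and genes down numbered 383 without mock replicate 1.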

DEGs of all time points were then combined and analyzed. 

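Over the 3 time points, 6000 genes were up-regulated and 4351 down-regulated at least once in CML326, and 8 genes were called in opposite directions at different time points. With single libraries left out, these 8 became 2 without CML326 mock replicate 2, 4 without CML326 mock replicate 3, 5 without replicate 1 of CML326 at 4 dpi and 1 without replicate 3 of that group. The 6000 and 4351 genes stayed within a ratio of 1.5 of these numbers.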

In total, 6088 up-regulated and 4670 down-regulated genes were uniquely expressed in resistant line CML326, among which 13 genes were commonly detected for both up- and down-regulated genes. 

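Over the 3 time points, GEMS15 had 5226 genes up and 2923 genes down at least once. Only 2 genes, LOC100272711 and LOC100284926, were called in both directions, down at 1 dpi and up at 4 dpi, and they are named because of these values. The number was 0 without GEMS15 mock replicate 2, and 1 without GEMS15 mock replicate 3, replicate 3 of GEMS15 at 1 dpi or replicate 2 of GEMS15 at 4 dpi. It was 4 without replicate 1 of CML326 at 2 dpi, replicate 1 of GEMS15 at 1 dpi, or replicate 1 or 3 of GEMS15 at 2 dpi, and 5 without replicate 3 of GEMS15 at 4 dpi.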

Meanwhile, 5266 and 3459 DEGs were up-regulated and down-regulated in susceptible line GEMS15, respectively, with 4 DEGs sharing both expression patterns. Moreover, 4155 common up-regulated genes in total were detected between two lines, while 1933 and 1111 genes were specifically up-regulated in CML326 and GEMS15, respectively. 

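Up-regulated genes shared by the lines numbered 4184, with 1816 called only in CML326 and 1042 only in GEMS15. A gene called in 1 line and not in the other can still respond alike in both. Each gene was taken at the time point of its largest change in the line that called it. The value of that line is thus a selected maximum, so part of the gap between the lines is built in. Of the 1816 genes of CML326, 75.2% had a positive log2 fold change in GEMS15 as well, with a median of 1.75 in CML326 and 0.54 in GEMS15. Of the 1042 genes of GEMS15, 75.2% rose in CML326 too, with a median of 1.73 in GEMS15 and 0.54 in CML326. The interaction was counted at any time point, which need not be that of the call or of the largest change. It was past the limits for DEGs for 144 of the 1816 genes (7.93%) and for 95 of the 1042 genes (9.12%). With the replicate number as a block, 220 genes called up only in CML326 had an interaction.

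Both numbers of genes with an interaction changed on leaving out single libraries. The 144 genes became 92 without CML326 mock replicate 1, 93 without CML326 mock replicate 3, 260 without replicate 1 of CML326 at 2 dpi, 86 without GEMS15 mock replicate 3 and 90 without replicate 3 of GEMS15 at 1 dpi. The 95 genes became 63 without GEMS15 mock replicate 1.

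**Figure D3:**
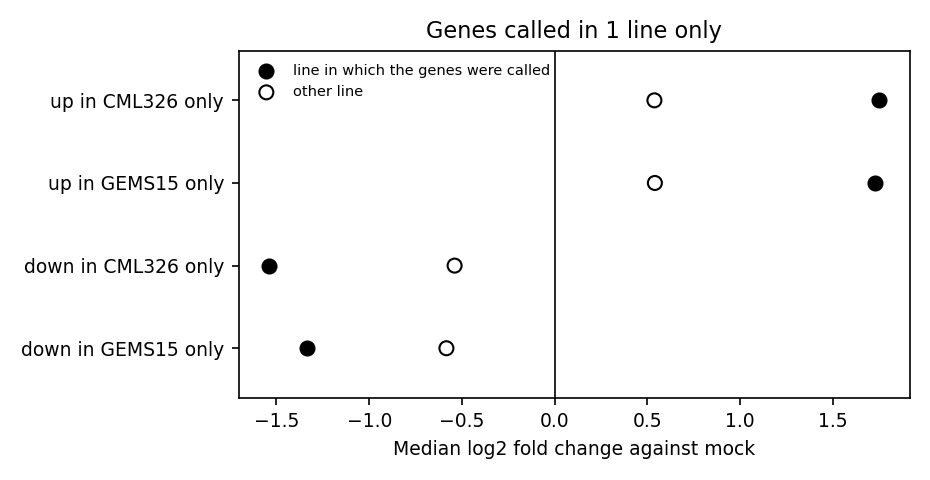
Median log2 fold change against mock of the genes called in 1 line only, in that line (filled points) and in the other line (open points). Each gene is taken at the time point of its largest change in the line that called it. Groups have 3 libraries each.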

In the case of down-regulated genes, 2444 common genes were shared between two lines, while 2226 and 1015 DEGs were identified to be specifically down-regulated in CML326 and GEMS15, respectively (Figure 1E). Furthermore, the expression changes of seven randomly selected genes, including *ZmRPS2*, *ZmPK*, *ZmGP8-4*, *ZmNTH*, *ZmAuxTF*, *ZmSBP,* and *ZmCM*, in RNA-seq data were validated with qRT-PCR. 

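Down-regulated genes shared by the lines numbered 1966, with 2385 called only in CML326 and 957 only in GEMS15. Time points were chosen as for the up-regulated genes. Of the 2385 genes, 85.6% fell in GEMS15 as well (medians −1.54 in CML326 and −0.54 in GEMS15), and of the 957 genes, 83.5% fell in CML326 (medians −1.33 in GEMS15 and −0.58 in CML326). The interaction, again counted at any time point, was past the limits for 77 of the 2385 genes (3.23%) and 48 of the 957 genes (5.02%). With the replicate number as a block, 147 genes called down only in CML326 had an interaction. With DESeq2 on all 24 libraries, 252 genes called down only in CML326 and 159 called down only in GEMS15 did.

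The 77 genes became 573 without replicate 1 of CML326 at 2 dpi, 51 without replicate 3 of that group, 43 without CML326 mock replicate 1, 48 without CML326 mock replicate 2, 40 without GEMS15 mock replicate 1 and 46 without GEMS15 mock replicate 3. The 48 genes became 88 without replicate 1 of GEMS15 at 2 dpi, 30 without CML326 mock replicate 1 or 3, 31 without CML326 mock replicate 2, 26 without GEMS15 mock replicate 1 and 27 without GEMS15 mock replicate 3. They became 30 and 29 without replicates 2 and 3 of GEMS15 at 1 dpi.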

The melting curve analysis showed an obvious peak for all genes tested, suggesting a specific amplification of qRT-PCR (Supplementary Figure S4), and a strong correlation was observed between RNA-seq and qRT-PCR data (Supplementary Figure S5).

To determine DEGs that might be involved in the resistance to *U. maydis*, Gene Ontology (GO) analysis was enriched from both up-regulated and down-regulated DEGs. 

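The GO test of the paper was not repeated, and lists of genes drawn up from gene names stand in for it, so no GO term was tested here. Their median log2 fold changes are given at 1, 2 and 4 dpi. The 8 genes of the chitinase and PR list were called up in all 6 comparisons, with medians of 6.11, 6.90 and 5.02 in CML326 and 6.30, 6.95 and 5.44 in GEMS15. For the 22 genes of the WRKY list the medians were 1.91, 1.61 and 0.79 in CML326, with 12, 14 and 9 genes called up, and 1.25, 1.23 and 0.97 in GEMS15, with 11, 12 and 11 called up. The 26 genes of the jasmonate synthesis list had medians of 1.43, 1.14 and 0.55 in CML326 and 1.24, 1.27 and 0.44 in GEMS15. The 5 genes of the peroxidase list had 1.91, 2.22 and 1.07 in CML326 and 1.23, 1.67 and 0.62 in GEMS15.

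Whether a list as a whole differed from the other genes was tested with camera, whose correlation between genes was estimated from the data. Over 9 lists and 9 comparisons, none of the 81 tests was past an adjusted p of 0.05, and 17 were at the unadjusted p. The lowest adjusted p of all, 0.15, was shared by the WRKY, chitinase and PR, and jasmonate synthesis lists among others. Fry, which asks only whether the genes of a list change, called 45 of the 81 tests, and camera with its preset correlation of 0.01 called 56. Camera called no difference between the lines for these 4 lists at 1 dpi, with median differences of −0.34 for chitinase and PR, 0.02 for WRKY, 0.19 for jasmonate synthesis and 0.27 for peroxidase.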

GO terms for the Biological Process (BP) in up-regulated genes were mainly enriched in defense response (GO:0006952), response to biotic stimulus (GO:0009607), and response to oxidative stress (GO:0006979). Enriched GO terms for up-regulated genes included heme binding (GO:0020037), carbohydrate binding (GO:0030246), and oxidoreductase activity paired donors (GO:0016705) (Supplementary Figure S6). 

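The genes of photosynthesis and microtubules fell in both lines after infection. The light reactions list, with 15 genes, had median log2 fold changes of −1.19, −1.47 and −0.75 in CML326 and −1.16, −1.12 and −1.20 in GEMS15 at 1, 2 and 4 dpi. At 1 dpi 15 of the 15 genes were below 0 in each line, and 12 were called down in CML326 and 13 in GEMS15. Camera gave it adjusted p values of 0.339 and 0.268 at 1 dpi, with a correlation between its genes of 0.888 in CML326, and fry gave 0.0040 and 0.00277. The tubulin list, with 14 genes, had medians of −1.39, −1.19 and −0.43 in CML326 and −0.94, −0.49 and −0.20 in GEMS15. In CML326, 11 of the 14 were called down at 1 dpi and 11 at 2 dpi, and in GEMS15 4 were at 1 dpi. The median difference between the lines at 1 dpi was 0.04 for the light reactions list and −0.43 for the tubulin list. Median changes of the cytosolic ribosomal protein list, with 29 genes, were −0.73, −0.74 and −0.59 in CML326 and −0.77, −0.44 and −0.19 in GEMS15.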

Enriched biological process GO-terms for down-regulated DEGs included photosynthesis (GO:0015979), cell cycle (GO:0007049), and pigment metabolic process (GO:0042440), while molecular function GO terms for the down-regulated DEGs were mainly enriched in chlorophyll binding (GO:0016168), microtubule binding (GO:0008017), and catalytic activity, acting on DNA (GO:0140097) (Supplementary Figure S7). In summary, GO enrichment analysis of DEGs suggested that *U. maydis* could induce the activation of defense response and ROS, and photosynthesis, cell cycle, and primary and secondary metabolism in maize host.

### 3.2. WGCNA Analysis of Function Gene Networks in Maize Response to U. maydis

To further characterize the function gene networks that might be associated with maize resistance to *U. maydis*, WGCNA was deployed to analyze the expression patterns of DEGs. In total, 24,218 DEGs were subjected to WGCNA, and 10 modules were identified based on their co-expression patterns (Figure 2A). 

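The genes called in either line at any of the 3 time points numbered 12247. Of them, 45 were up in CML326 and down in GEMS15, and 50 were up in GEMS15 and down in CML326, at the same or at different time points. WGCNA was not run again. The profiles of the turquoise, brown and yellow modules were instead computed as the mean standardized expression of the genes that the paper names in the network of each module. These were 7, 6 and 2 genes, so the yellow profile rests on 2 genes alone. Any other module was not analysed here. The paper chose these genes on the same samples, so their profiles are not independent evidence for the modules.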

Most genes were clustered in five modules, including turquoise, blue, brown, yellow, and green (Figure 2B). Module eigengene analysis showed that major genes in the turquoise module were induced at 1 and 2 dpi in response to *U. maydis*, whereas those in the brown and yellow module were down-regulated at 1 and 2 dpi upon infection with *U. maydis*. However, genes in the blue module did not show obvious changes (Figure 2C). It is noticeable that 351 and 642 genes in the blue module via K-means clustering were specifically highly expressed in GEMS15 and CML326, respectively (Figure 2D), which is consistent with the DEGs count results.

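The turquoise profile rose from −1.32 ± 0.0402 in CML326 mock libraries (mean ± SD of 3 libraries) by 2.36 at 1 dpi, 2.21 at 2 dpi and 1.19 at 4 dpi, and from −1.47 ± 0.128 in GEMS15 by 2.26, 2.03 and 1.125. The brown profile fell from 1.35 ± 0.111 in CML326, with differences of −2.08, −2.35 and −1.26, and from 1.41 ± 0.141 in GEMS15, with differences of −2.17, −1.86 and −1.30. For the yellow profile the mock values were 0.879 ± 0.145 in CML326 and 0.986 ± 0.142 in GEMS15. Its differences were −2.11, −2.31 and −0.57 in CML326 and −1.38, −0.92 and −0.18 in GEMS15. The exact permutation p, two-sided, was 0.1 in each comparison, the lowest that 3 against 3 libraries allow, apart from the yellow profile in GEMS15 at 2 and 4 dpi, with 0.3 each. In CML326 at 4 dpi the yellow difference was −0.21 without replicate 3 of that group. In GEMS15 it was −1.40 at 2 dpi without replicate 1 of that group, and at 4 dpi −0.12 without mock replicate 2, −0.29 without replicate 1 and −0.077 without replicate 3 of the 4 dpi group.

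**Figure D4:**
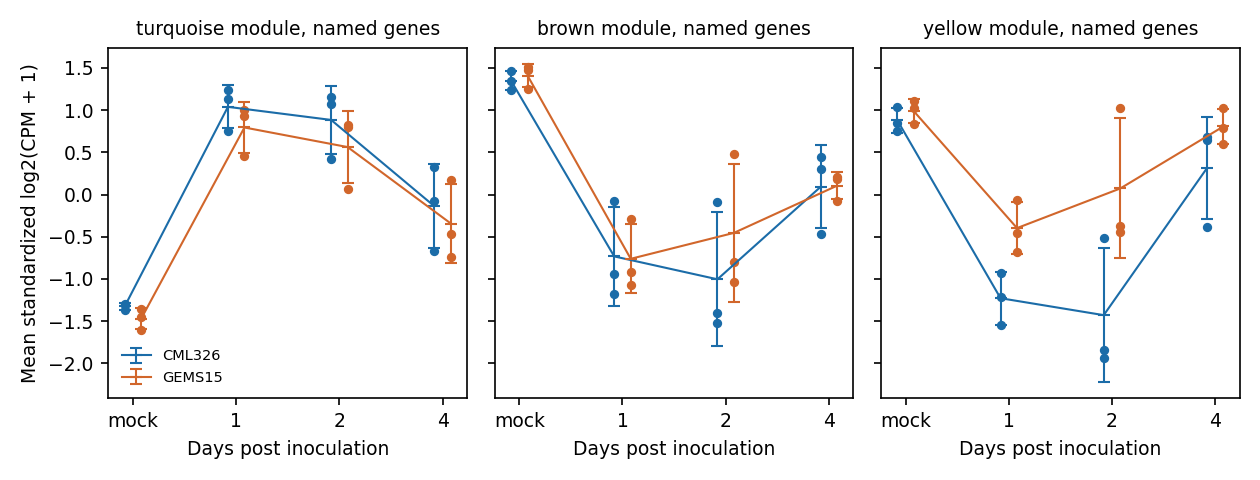
Mean standardized expression of the 7, 6 and 2 genes that the paper names in the turquoise, brown and yellow modules. Each point is 1 of the 24 libraries, and bars give the mean and SD of the 3 libraries of a group.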

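The K-means clusters were not computed again. Genes with a mean CPM of at least 1 in the 4 groups of 1 line and under 0.1 in the 4 groups of the other numbered 339 for CML326 and 252 for GEMS15, a ratio of 1.35. The median CPM was 3.28 in CML326 for its 339 genes and 3.17 in GEMS15 for its 252. With a mean CPM of at least 5 the numbers fell to 74 and 57, and with 0 counts required in the other line to 2.2e+02 and 99. Reads were mapped to the B73 genome, so a gene may lack counts in a line because it is absent or because its sequence differs.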

To understand the functions of DEGs identified through WGCNA, GO enrichment analysis was conducted. GO terms in biological process (BP) in turquoise module included defense response (GO:0006952), cellular amino acid metabolic process (GO:0006520), interspecies interaction between organisms (GO:0044419), lipid biosynthetic process (GO:0008610), and reactive oxygen species metabolic process (GO:007259), suggesting that the metabolism regulation in amino acid, lipid, and ROS was highly correlated with defense response of maize to *U. maydis*. Furthermore, DEGs in the brown module were mainly enriched in processes involving photosynthesis (GO:0015979), while those in the yellow module were mainly enriched in processes related to the cell cycle (GO:0007049) (Figure 2E). 

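How far the named functions follow the profiles was counted over the lists drawn up from gene names. Genes with r over 0.8 to a profile across the 24 libraries numbered 3441 for turquoise, 2435 for brown and 2403 for yellow, which is 10.8%, 7.63% and 7.53% of the tested genes. Of the light reactions list, 12 of 15 genes (80.0%) followed the brown profile. Of the histone, tubulin and cell cycle lists, 8 of 9, 12 of 14 and 10 of 20 genes followed the yellow profile. This profile is the mean of 2 genes, and 1 of them is in the tubulin list, so the tubulin match is partly built in. The lists were not confined to 1 profile, since 9 of the 14 tubulin genes (64.3%) also followed the brown profile, and 15 of the 29 genes of the cytosolic ribosomal protein list (51.7%) followed the yellow profile. Of the chitinase and PR, WRKY and jasmonate synthesis lists, 6 of 8, 11 of 22 and 13 of 26 genes followed the turquoise profile. With r over 0.9, 1735, 873 and 834 genes followed the 3 profiles.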

A series of genes were highly induced in CML326 upon infection with *U. maydis*, among which several genes involved in plant defense to pathogens were significantly strongly up-regulated, such as *100283208* (*Zm00001d014840*, *basic endochitinase 1*), *542243* (*Zm00001d014842*, *class I acidic chitinase*), and those related to ROS regulation, *103635232* (*Zm00001d009349*, *putative respiratory burst oxidase homolog protein H*), *103655132* (*Zm00001d049110*, *Aspartic acid proteinase inhibitor pseudogene*), *100273550* (*Zm00001d017867*, *Aspartyl protease AED1*), and amino acid metabolism regulation *100279999* (*Zm00001d007462*, *tyrosine aminotransferase homolog1*) (Supplementary Figure S8).

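Each of these 6 genes is given as mean CPM ± SD of 3 libraries and as log2 fold change against mock with the standard error and the adjusted p. The paper chose them on these samples. Basic endochitinase 1 (100283208) rose in CML326 from 3.15 ± 1.14 in mock to 19.0 ± 4.95 at 1 dpi (2.59, SE 0.67, adjusted p 0.00694), 34.0 ± 7.79 at 2 dpi (3.43, SE 0.69, adjusted p 0.00130) and 53.9 ± 40.9 at 4 dpi (4.09, SE 0.71, adjusted p 0.00185). In GEMS15 it had 0 counts in every library but 1 at 4 dpi, which had 4 counts. A library of GEMS15 with 0 counts leaves room for a CPM of up to 0.0245 to 0.0443, taking 3 counts as the upper limit. If 1 read pair was entered as about 4 counts, as the low values of the table leave open, this limit is about 4 times as high.

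The class I acidic chitinase (542243) changed little in CML326 at 1 dpi (0.92, SE 0.48, adjusted p 0.136) and 2 dpi (0.65, SE 0.48, adjusted p 0.289) and rose at 4 dpi from 1.197 ± 0.826 to 5.02 ± 1.69 (2.07, SE 0.49, adjusted p 0.00770). Without CML326 mock replicate 1 it was called at 1 dpi (1.58, adjusted p 0.0219) and 2 dpi (1.33, adjusted p 0.0449) too. In GEMS15 it fell, at 4 dpi from 0.724 ± 0.126 to 0.170 ± 0.00552 (−2.08, SE 0.52, adjusted p 0.0107).

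RBOH H (103635232) rose in CML326 from 2.40 ± 0.419 to 6.92 ± 0.7299 at 1 dpi (1.52, SE 0.41, adjusted p 0.00583) and 10.4 ± 3.50 at 2 dpi (2.11, SE 0.42, adjusted p 0.000526). In GEMS15 it rose as well, at a lower level, from 0.178 ± 0.0717 to 0.591 ± 0.0808 at 1 dpi (1.73, SE 0.46, adjusted p 0.00693), and the interaction at 1 dpi was −0.20 (SE 0.59, adjusted p 1.00). Over the alternatives, its log2 fold change at 4 dpi ran from 1.06 to 1.81 in CML326. In GEMS15 at 4 dpi it ran from −0.93 to −0.26 and was never called. Its call in CML326 at 4 dpi was lost without mock replicate 1, 2 or 3 and without replicate 2 or 3 of the 4 dpi group. Its call in GEMS15 at 2 dpi was lost without mock replicate 1 or 3 and without replicate 2 or 3 of the 2 dpi group.

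For the aspartic acid proteinase inhibitor pseudogene (103655132), CML326 went from 0.362 ± 0.329 to 5.81 ± 1.01 at 1 dpi (4.01, SE 0.72, adjusted p 0.000978) and 2.22 ± 1.12 at 2 dpi (2.63, SE 0.69, adjusted p 0.00850). Aspartyl protease AED1 (100273550) went from 4.81 ± 0.531 to 13.9 ± 3.26 (1.53, SE 0.35, adjusted p 0.00435) and 13.2 ± 5.71 (1.45, SE 0.35, adjusted p 0.00536) in CML326. At 4 dpi in CML326, AED1 was called under no alternative, with log2 fold changes from 0.11 to 0.50. Neither of the 2 genes had a count in any GEMS15 library, so a fold change in GEMS15 could not be formed for them.

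The tyrosine aminotransferase homolog 1 (100279999) rose in CML326 at 1 dpi from 1.68 ± 0.408 to 4.79 ± 2.55 (1.51, SE 0.53, adjusted p 0.0280) and not at 2 dpi (0.07, adjusted p 0.955). The call at 1 dpi was lost without CML326 mock replicate 1 (adjusted p 0.0954) or 2 (0.0820) and without replicate 2 (0.0857) or 3 (0.133) of the 1 dpi group. In GEMS15 it was not called at 1 dpi (0.60, adjusted p 0.499) and was called at 2 dpi (2.24, SE 0.60, adjusted p 0.00816), from 0.104 ± 0.0236 to 0.494 ± 0.137. At 4 dpi it was −1.12 (adjusted p 0.172) in CML326 and 1.95 (SE 0.60, adjusted p 0.0347) in GEMS15. This call in GEMS15 was lost without mock replicate 1 (adjusted p 0.141), 2 (0.0888) or 3 (0.0807), without replicate 3 of the 4 dpi group (0.80, adjusted p 0.431), and with DESeq2 per line, edgeR per line, edgeR on 6 libraries, thinning and counts divided by 4. Its interaction at 1 dpi was 0.91 (SE 0.82, adjusted p 0.769).

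**Figure D5:**
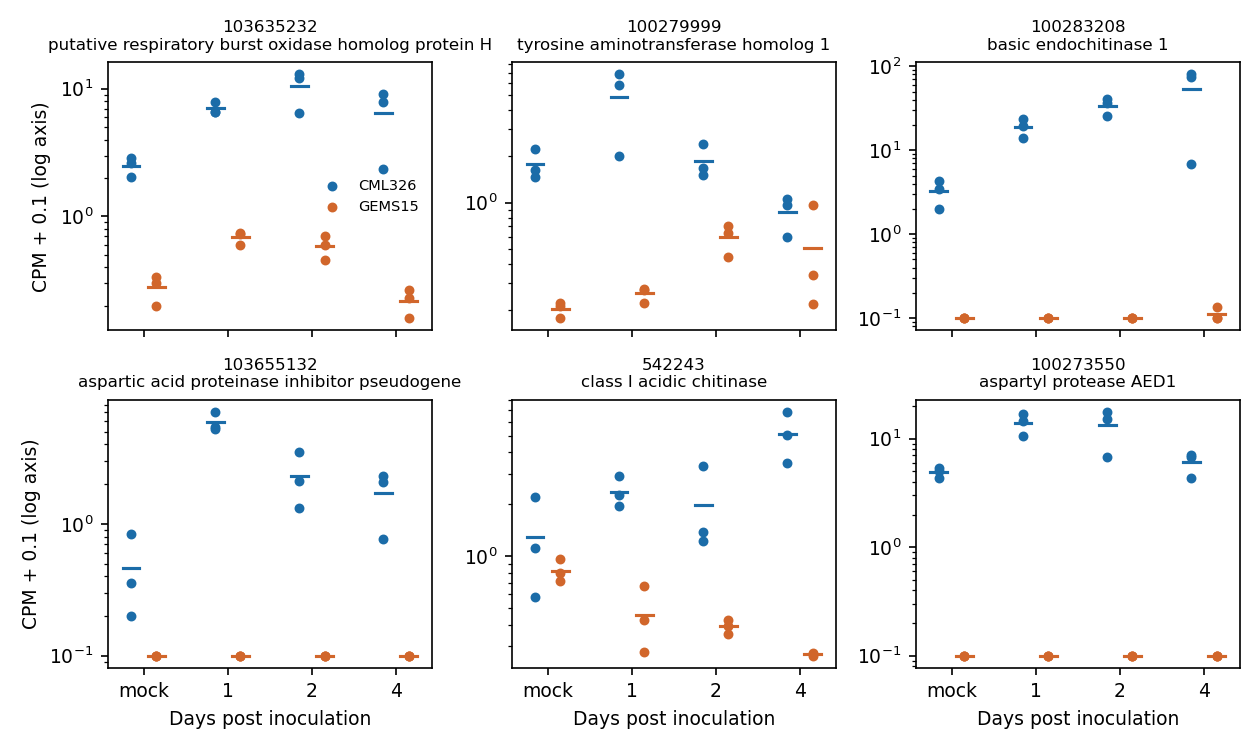
CPM of the 6 defence genes in CML326 and GEMS15. Each point is 1 of 3 libraries of a group, and points at 0.1 on the axis had no counts.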

### 3.3. Gene Co-Expression Network of Maize upon Infection with U. maydis

To characterize the gene regulation network of maize inoculated with *U. maydis*, the top 100 genes were filtered based on co-expression patterns in WGCNA, and networks were conducted in turquoise, brown, and yellow modules, respectively. In the turquoise module network, two genes, including *100383079* (*Zm00001d032869*, *putative lectin-like receptor protein kinase family protein*) and *100276695* (*Zm00001d043121*, *Osmotin-like protein OSM34*) that are related to defense response displayed obviously higher co-expression within the module. Moreover, three genes, *542229* (*Zm00001d013098*, *indole-3-acetaldehyde oxidase*), *100192955* (*Zm00001d030613*, *ceramide inositol phosphotransferase 1*), and *100216857* (*Zm00001d017912*, *ASC1-like protein 2*) with stronger co-expression were related to lipid biosynthesis process, and two genes, *100191513* (*Zm00001d023694*, *2-oxoisovalerate dehydrogenase subunit α 2*) and *103627433* (*Zm00001d017276*, *phenylalanine ammonia-lyase*, *PAL*), were annotated on the amino acid biosynthesis process (Figure 3A).

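The lectin-like receptor kinase (100383079) rose at 1 dpi from 1.53 ± 0.420 to 35.2 ± 9.02 CPM in CML326 (log2 fold change 4.52, SE 0.60, adjusted p 1.06e-05) and from 1.45 ± 0.426 to 20.6 ± 5.60 CPM in GEMS15 (3.83, SE 0.58, adjusted p 5.59e-05). For OSM34 (100276695) the change was from 4.03 ± 0.937 to 479 ± 115 CPM in CML326 (6.89, SE 0.91, adjusted p 1.09e-05) and 7.07 (SE 0.92, adjusted p 1.30e-05) in GEMS15. At 2 dpi the 2 genes had 4.30 and 6.86 in CML326 and 3.75 and 6.58 in GEMS15.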

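All 7 genes named in this network, the 5 metabolic genes (542229, 100192955, 100216857, 100191513 and 103627433) among them, were called up at each time point in both lines. Their log2 fold changes at 1 dpi ran from 3.85 to 6.89 in CML326, with a highest adjusted p of 2.15e-05, and from 3.77 to 7.07 in GEMS15, with a highest adjusted p of 5.59e-05. At 4 dpi they ran from 1.828 to 4.60 and from 1.62 to 4.23. None of the 7 was called for the interaction at 1 dpi, which ran from −0.69 to 0.70 with a lowest adjusted p of 0.831, or at 2 dpi, which ran from −0.56 to 0.94 with a lowest adjusted p of 0.716.

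Of 27 genes the paper names, 26 in CML326 and 20 in GEMS15 had an adjusted p past the limit at 1 dpi, when adjusted over the list alone as over all genes. At 2 dpi the numbers were 24 in CML326 either way, and in GEMS15 19 over all genes and 21 over the list alone. At 4 dpi they were 15 and 23 in CML326 and 14 and 20 in GEMS15. The interaction was past the limit for 0 genes at 1 and 2 dpi either way, and at 4 dpi for 1 gene, the class I acidic chitinase, over all genes and 3 over the list alone. All 27 genes had counts in CML326. In GEMS15 and in the interaction only 24 had counts at 1 and 2 dpi and 25 at 4 dpi, and the rest could not pass.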

In brown module network, three genes related to porphyrin metabolic process, namely *100191140* (*Zm00001d015366*, camouflage 1), *542554* (*Zm00001d008203*, protoporphyrinogen IX oxidase), and *100193255* (*Zm00001d029027*, ycf54-like protein), and another three genes related to photosynthesis, including *100279224* (*Zm00001d021368*, Tetratricopeptide repeat [TPR]-like superfamily protein), *100280179* (*Zm00001d030638*, PsbP domain-containing protein 1), and *100192838* (*Zm00001d011362*, PsbP domain-containing protein 5), were identified to be co-expressed (Figure 3B). Moreover, two genes related to cell cycle, *542239* (*Zm00001d043158*, β-6 tubulin) and *100192665* (*Zm00001d014885*, nucleic acid binding protein), showed the co-expression pattern in the yellow module network (Figure 3C).

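The 6 genes of this network (100191140, 542554, 100193255, 100279224, 100280179 and 100192838) were called down at 1 and 2 dpi in both lines. In CML326 the log2 fold changes ran from −1.59 to −1.34 at 1 dpi and from −1.85 to −1.36 at 2 dpi. In GEMS15 they ran from −1.72 to −1.35 at 1 dpi and from −1.58 to −1.11 at 2 dpi. The interaction ran from 0.01 to 0.19 at 1 dpi and from −0.62 to −0.13 at 2 dpi, where the lowest adjusted p was 0.678. In GEMS15 at 2 dpi, the call of 100193255 was lost without replicate 3 of that group (−0.90, adjusted p 0.0534), and that of 100280179 without replicate 2 (−1.06, adjusted p 0.0792) or replicate 3 (−0.95, adjusted p 0.0887).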

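The beta-6 tubulin gene (542239) fell in CML326 at 1 dpi (log2 fold change −2.11, SE 0.41, adjusted p 0.000480) and 2 dpi (−2.13, adjusted p 0.000437). In GEMS15 it fell at 1 dpi (−1.57, SE 0.40, adjusted p 0.00543), and at 2 dpi (−0.95, SE 0.40, adjusted p 0.0840) it was called without replicate 1 of GEMS15 at 2 dpi (−1.59, adjusted p 0.00530). Without replicate 1 of CML326 at 2 dpi its adjusted p in GEMS15 was 0.0419, at −0.95, and with the replicate number as a block it was 0.00434, at −1.10. The nucleic acid binding protein (100192665) fell at 1 dpi from 18.8 ± 0.780 to 5.11 ± 0.867 CPM in CML326 (−1.88, SE 0.37, adjusted p 0.000505) and from 20.8 ± 2.91 to 10.3 ± 1.58 CPM in GEMS15 (−1.02, SE 0.36, adjusted p 0.0336). This call in GEMS15 was lost without mock replicate 2 (adjusted p 0.0908) or 3 (0.0685) and without replicate 2 (0.0808) or 3 (0.127) of the 1 dpi group. At 2 dpi it was −2.03 (adjusted p 0.000274) in CML326 and −0.50 (adjusted p 0.331) in GEMS15, where it was called without replicate 1 of the 2 dpi group (−1.17, adjusted p 0.0115). The interactions of the 2 genes at 1 dpi were −0.54 and −0.86, and the lowest adjusted p of the 2 was 0.581. At 2 dpi they were −1.18 and −1.53, with a lowest adjusted p of 0.191.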

### 3.4. Metabolomic Analysis of Resistant and Susceptible Lines upon U. maydis Infection

To pinpoint the potential metabolites associated with resistance to *U. maydis*, we performed a metabolomic analysis using the above two lines upon infection with *U. maydis*. In total, 505 metabolites were identified from lines CML326 and GEMS15 at 4 dpi and their corresponding mock treatments. The majority of compounds were clustered into flavonoids, phenolic acids, amino acids and their derivatives, lipids, alkaloids, nucleotides and derivatives, and organic acids. Another two clusters, namely lignans/coumarins and terpenoids, contained a small number of compounds (Figure 4A). PCA analysis showed that all compounds were well clustered, and PC1 and PC2 accounted for 33.63% and 22.46% of genetic variation for treatments and pedigrees, respectively, suggesting the strong and specific activation of metabolites between both lines and between infection and control treatment (Figure 4B). Furthermore, the numbers of common and specific differentially accumulated metabolites (DAMs) between two lines were represented in a Venn diagram. There were 127 and 153 metabolites that were significantly increased, whereas 33 and 34 metabolites were significantly decreased in CML326 and GEMS15 upon *U. maydis* infection, respectively (Figure 4C). A total of 101 DAMs were commonly identified in both resistant and susceptible lines upon infection, most of which were secondary metabolites. Among those metabolites, 9 lipids, 4 amino acids and derivatives (Ac-Trp, Ac-Arg, Ac-Asp, L-Pipecolinic acid), 2 vitamins, 1 organic acid, and 1 nucleotide and derivative were up-regulated; on the other hand, 36 flavonoids, 27 phenolic acids, 20 alkaloids, and 1 lignan were down-regulated. Furthermore, 26 DAMs were specifically identified in resistance line, among which there were 7 amino acids and derivatives (Asp, Aspartic acid, Arg, Ser, Lys, Glu and Tyr), 1 lipid, Hexadecyl ethanolamine and O-Phosphorylethanolamine, and 14 secondary metabolites, including 11 flavonoids and 3 phenolic acids, whereas 52 DAMs were found in susceptible line, containing 16 primary metabolites, including 8 lipids, 4 organic acids, and 4 nucleotides and derivatives, as well as 33 secondary metabolites, including 16 phenolic acids, 15 flavonoids, 1 lignan, and 1 alkaloid (Supplementary Table S3).

Furthermore, 15 compounds were detected to be commonly decreased between two lines upon infection, among which there were 6 primary metabolites, including 4 nucleotides and derivatives, 1 amino acid and derivative, and 1 saccharide (Glucarate O-Phosphoric acid), and 9 secondary metabolites, including 5 flavonoids, 2 alkaloids, and 2 phenolic acids. Specifically, 18 metabolites were down-regulated in the resistant line, among which 6 organic acids, 2 amino acids and derivatives (His, D-meGly), 2 saccharides (Arabinose, Glucose), 1 lipid, and 1 nucleotide and derivative belonged to primary metabolites, while 4 phenolic acids and 1 alkaloid were secondary metabolites. Moreover, 18 metabolites were specifically down-regulated in the susceptible line, among which primary metabolites included 2 amino acids and derivatives (Pro, phe-Gly), 2 organic acids, and 2 lipids, while secondary metabolites contained 6 flavonoids, 2 phenolic acids, 1 lignan, and 1 terpenoid (Corosolic acid) (Supplementary Table S3). Intriguingly, it clearly showed that multiple flavonoid and phenolic acids were accumulated upon *U. maydis* infection, whose contents were specifically enhanced in the susceptible line, whereas seven amino acids and derivatives were specifically detected in the resistance line upon *U. maydis* infection (Figure 4D). In line with this, KEGG pathway enrichment of high module membership genes in turquoise module showed that the biosynthesis of amino acids (zma01230), glycolysis/gluconeogenesis (zma00010), α-linolenic acid metabolism (zma00592), and phenylpropanoid biosynthesis (zma00940) were significantly enriched (Figure 4E).

### 3.5. Shikimic Acid Pathways Associated with Defense Response against U. maydis

To assert the involvement of amino acids biosynthesis in resistance to *U. maydis* identified by metabolomic analysis, we conducted a joint analysis of transcriptome and metabolome data to investigate the association of gene and metabolites of glycolysis, aromatic amino acids biosynthesis, phenylpropanoid biosynthesis, and flavonoid biosynthesis pathways in both lines in response to *U. maydis* infection.

Among the metabolites of glycolysis pathway, the amount of sucrose remained unchanged between mock and *U. maydis* inoculated samples in both lines. The levels of D-glucose and D-glucose-6-phosphate were also relatively similar between two lines. Moreover, the levels of phosphoenolpyruvic acid in both lines were highly increased upon *U. maydis* infection. Three aromatic amino acids, namely phenylalanine, tryptophan, and tyrosine, remained unchanged upon infection in both lines, whereas salicylic acid, caffeic acid, ferulic acid, and sinapic acid, which belong to the phenylpropanoid biosynthesis pathway, were accumulated upon *U. maydis* infection (Figure 5A). Intermediates of these processes, including cinnamic acid and p-coumaric acid, did not show obvious change upon *U. maydis* infection, while shikimic acid, one of the most important metabolites associated with the glycolysis, amino acids, and phenylpropanoid metabolism pathways in plants, was obviously strongly accumulated in mock samples of resistant line CML326 and up-regulated in susceptible line GEMS15 but decreased in resistant line in response to *U. maydis* inoculation (Figure 5A,B), revealing the potential involvement of shikimic acid in the defense response to *U. maydis*.

For genes involved in the above-mentioned metabolism processes, *DAHP* (*phospho-2-dehydro-3-deoxyheptonate aldolase*), *Shikimate dehydrogenase*, and *enolpyruvyl shikimate phosphate synthase* were induced upon *U. maydis* inoculation, among which gene *103637516* (*DAHP*) was specifically up-regulated in CML326 but not GEMS15 in response to *U. maydis* (Figure 5A), supporting the higher levels of shikimic acid in CML326. In addition, gene *100191326* encoding shikimate kinase was induced, while expression of two other shikimate kinase genes, *100283991* and *100191176,* was repressed. Furthermore, genes encoding chorismate synthase, chorismite mutase, phenylalanine ammonia-lyase, cinnamic acid 4-hydroxylase, and chalcone synthase were significantly induced, indicating the positive correlation of phenylpropanoid and flavonoid biosynthesis with their enhanced gene expression levels. Furthermore, gene *542464* encoding cinnamoyl CoA reductase was induced, while gene *100125646* encoding caffeic acid 3-O-methyltransferase and *542663* encoding cinnamyl alcohol dehydrogenase were down-regulated, suggesting the dynamic and complex regulation of lignin biosynthesis in maize during *U. maydis* infection (Figure 5A and Figure S9).

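The DAHP synthase gene (103637516) rose at 1 dpi from 0.410 ± 0.277 to 2.38 ± 0.611 CPM in CML326 (log2 fold change 2.53, SE 0.68, adjusted p 0.00571), and from 0.516 ± 0.136 to 1.26 ± 0.486 CPM in GEMS15 (1.28, SE 0.65, adjusted p 0.140). At 2 dpi the changes were 2.04 (SE 0.67, adjusted p 0.0183) and 0.91 (SE 0.65, adjusted p 0.337). The call in CML326 at 2 dpi was lost without CML326 mock replicate 1 (adjusted p 0.0782) or 2 (0.0841) and without replicate 3 of the 2 dpi group (0.0836). In GEMS15 the gene was called at 1 dpi without replicate 3 of GEMS15 at 4 dpi (1.25, adjusted p 0.0282), and on the 6 libraries of the comparison alone (1.26, adjusted p 0.0327). The interaction at 1 dpi, 1.25 (SE 0.92, adjusted p 0.695), did not separate the lines.

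**Figure D6:**
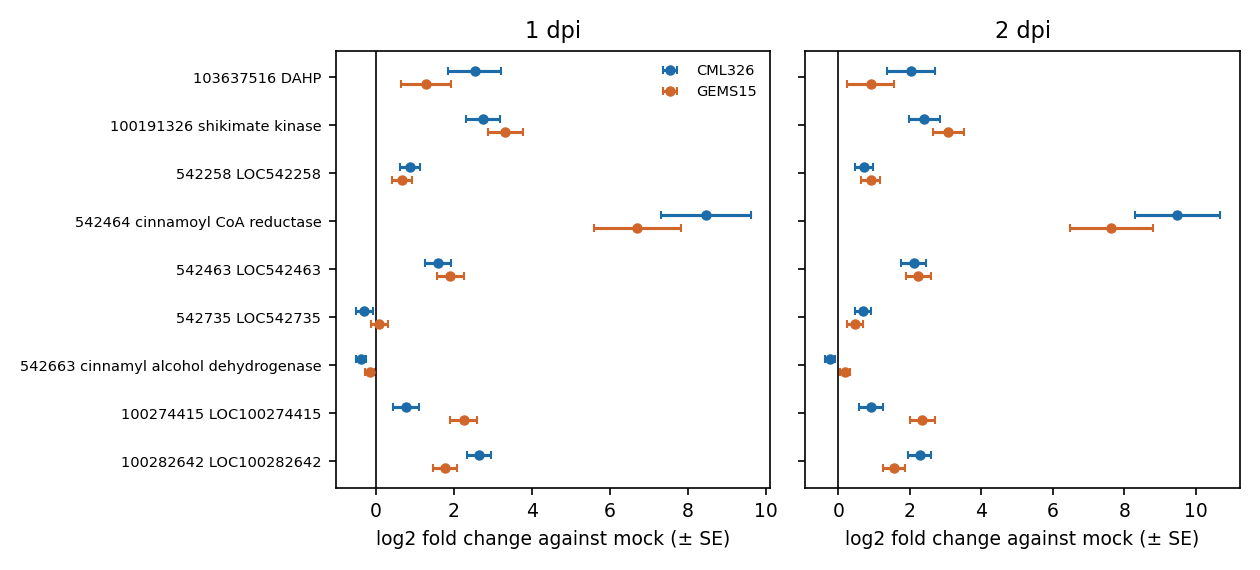
log2 fold change against mock, with its standard error, of 9 phenylpropanoid and shikimate pathway genes at 1 and 2 dpi in CML326 and GEMS15. Each estimate compares 3 infected with 3 mock libraries.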

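The 3 shikimate kinase genes did not change alike. Of them, 100191326 rose at 1 dpi from 9.99 ± 2.50 to 66.6 ± 21.4 CPM in CML326 (log2 fold change 2.74, SE 0.43, adjusted p 6.71e-05) and from 2.52 ± 0.541 to 25.2 ± 14.8 CPM in GEMS15 (3.32, SE 0.45, adjusted p 1.90e-05). The other 2 fell. At 1 and 2 dpi, 100283991 had −1.10 and −1.39 in CML326 and −1.19 and −1.29 in GEMS15, and 100191176 had −1.37 and −1.52 in CML326 and −1.25 and −1.01 in GEMS15. The call of 100191176 in GEMS15 at 2 dpi (adjusted p 0.0139) was lost without replicate 2 (−0.91, adjusted p 0.0662) or replicate 3 (−0.79, adjusted p 0.0834) of that group.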

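The text of the paper names most of these families without an identifier, its supplementary figures were not at hand, and the genes found by symbol differed within families at 1 dpi. Of the chorismate mutase genes, CM2 rose (log2 fold change 1.55, adjusted p 3.20e-05 in CML326, and 1.903, adjusted p 6.45e-06 in GEMS15) and CM1 did not change (0.04, adjusted p 0.879, and 0.04, adjusted p 0.881). The phenylalanine ammonia-lyase gene 103627433 went from 11.3 ± 1.44 to 285 ± 82.8 CPM in CML326 (4.65, SE 0.55, adjusted p 3.93e-06) and from 9.23 ± 2.48 to 179 ± 60.3 CPM in GEMS15 (4.28, SE 0.54, adjusted p 9.16e-06). PAL1 changed less, by 0.86 (adjusted p 0.0117) and 0.67 (adjusted p 0.0480), and in CML326 its adjusted p was 0.0929 without replicate 2 of the 1 dpi group. In GEMS15 its adjusted p passed the limit with 7 of the 24 libraries left out in turn and missed it with the other 17, the highest being 0.184 without replicate 3 of the 1 dpi group.

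Of the chalcone synthase genes, whp1 rose by 2.64 (adjusted p 4.75e-06) in CML326 and 1.77 (adjusted p 0.000220) in GEMS15. The other, c2, rose by 2.25 (adjusted p 7.75e-05) in GEMS15 and by 0.76 (adjusted p 0.0778) in CML326, with an interaction of −1.48 (adjusted p 0.178). Without replicate 1 of GEMS15 at 1 dpi, c2 had an adjusted p of 0.0336 in CML326 (0.76), and the interaction was −1.83 (adjusted p 0.0452). Of the genes named for cinnamoyl CoA reductase in the annotation, cncr1 rose by 1.58 (adjusted p 0.00106) and 1.91 (adjusted p 0.000294), and ccr2 did not change (−0.30, adjusted p 0.300, and 0.08, adjusted p 0.839).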

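The gene that the paper calls cinnamoyl CoA reductase (542464), which carries the symbol Px11 in the annotation used here, went at 1 dpi from 0.261 ± 0.326 to 94.7 ± 27.2 CPM in CML326 (log2 fold change 8.46, SE 1.15, adjusted p 1.39e-05) and from 0.121 ± 0.173 to 12.9 ± 2.44 CPM in GEMS15 (6.70, SE 1.12, adjusted p 0.000156). Mock libraries had between 0 and 50 counts in CML326 and between 0 and 26 in GEMS15, so the folds are uncertain, and the interaction was 1.755 (SE 1.49, adjusted p 0.751). The CAD gene (542663) fell at 1 dpi from 176 ± 17.9 to 135 ± 4.11 CPM in CML326 (−0.39, SE 0.14, adjusted p 0.0286) and changed by −0.16 (adjusted p 0.410) in GEMS15. Neither change of CAD reached the limit of 1 on the log2 scale. Its adjusted p in CML326 missed the limit without CML326 mock replicate 1 (0.0543) or 3 (0.108) and without replicate 1 (0.0573), 2 (0.0549) or 3 (0.0900) of the 1 dpi group. At 2 dpi the log2 fold change of CAD ran over the alternatives from −0.39 to −0.17 in CML326 and from 0.03 to 0.29 in GEMS15. From opposite changes of genes in this pathway, the paper proposes that lignin biosynthesis is regulated dynamically upon infection.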

## 4. Discussion

### 4.1. Transcription and Metabolism Reprogramming Networks Regulate Maize Resistance to Corn Common Smut

Plant defense response to pathogens is usually tightly controlled at transcriptional, translational, and metabolism levels. The typical gene-for-gene interaction mechanism, usually identified in plant-biotrophic pathogen, has not been found during maize–*Ustilago* interaction, which is therefore considered to be a quantitative disease resistance (QDR) [20]. 

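Across all tested genes, log2 fold changes of CML326 and GEMS15 had a Pearson r of 0.68 at 1 dpi, 0.69 at 2 dpi and 0.53 at 4 dpi, and the genes are not independent of each other. At these time points 3540, 3573 and 1535 genes were up-regulated in both lines, and 1412, 885 and 105 were down-regulated in both. Of genes called up only in CML326 over all time points, 16.5% exceeded a log2 fold change of 1 in GEMS15 as well, and of those called up only in GEMS15, 14.6% did so in CML326. For genes called down in 1 line only, these shares were 10.6% and 8.67%. Each gene was taken at the time point of its largest change in the line that called it.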

In this study, time-course transcriptome analysis using a pair of contrast lines showed that numerous maize genes were uniquely up-regulated or down-regulated during maize in response to *U. maydis* infection. Furthermore, WGCNA analysis identified 993 DEGs that were either commonly or specifically expressed in both lines, and the large portion of DEGS specifically induced by *U. maydis* were related to plant defense to fugal, ROS regulation, and amino acid metabolism regulation, suggesting that this trait is likely controlled by multiple genes and complex mechanisms.

In order to characterize the candidate genes associated with resistance to *U. maydis*, combined transcriptome and metabolome analysis were conducted. This showed that host regulation of defense response, photosynthesis, and cell cycle could play important roles in the interaction between *U. maydis* and maize. Co-expression analysis revealed that defense response genes were clustered in particular modules involving multiple metabolism pathways, including ROS, amino acids, and lipids, indicating that metabolism reprogramming was highly associated with defense response of maize to *U. maydis*. Nitrogen allocation has been reported in maize seedlings upon *U. maydis* inoculation [30], while the relationship between amino acids and defense response against *U. maydis* has not been explored [17]. In addition, cell-cycle-related genes were greatly repressed in CML326, but not in GEMS15, at early time points, e.g., 1 and 2 dpi upon infection, which is in line with previous reports that *U. maydis* infection could activate host defense at an early stage but induce growth at later stage [18,31,32,33]. 

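The cell cycle list, 20 genes taken by name, had median log2 fold changes of −1.40 at 1 dpi and −1.08 at 2 dpi in CML326, where 10 and 11 genes were called down. In GEMS15 they were −0.54 and −0.40, with 12 and 15 of the 20 genes below 0 and none called. At 4 dpi the medians were −0.22 in CML326 and 0.34 in GEMS15, where 20 of 20 genes were above 0. Camera gave adjusted p values of 0.253 at 1 and at 2 dpi in CML326, and 0.697 and 0.640 in GEMS15.

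The median difference between the lines was −0.92 at 1 dpi (camera p 0.0503, adjusted p 0.226, fry adjusted p 0.0309), −0.65 at 2 dpi (camera p 0.0713, adjusted p 0.253, fry adjusted p 0.0278) and −0.55 at 4 dpi. With single libraries left out, the value at 1 dpi stayed between −1.13 and −0.72. No gene of the list was called for the interaction. This does not exclude differences in single genes, because in the self-test the interaction found only 59% of genes changed by 2 on the log2 scale. A difference between the lines is seen in the median of the list, which fry called at 1 and 2 dpi and camera did not. The mean log2(CPM + 1) of the list was 3.71 ± 0.0726 in CML326 and 3.82 ± 0.276 in GEMS15 in mock libraries (exact two-sided p 0.8), and 2.77 ± 0.186 and 3.55 ± 0.164 at 1 dpi (exact two-sided p 0.1, the lowest that 3 against 3 libraries allow). The histone list, with 9 genes, had medians of −1.91, −1.77 and −0.58 in CML326 and −1.04, −0.52 and 0.14 in GEMS15 at 1, 2 and 4 dpi. From its transcriptome and metabolome results taken together, the paper proposes that infection could reprogram transcription and metabolism of maize and so modulate its resistance.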

All these results together suggest that *U. maydis* infection could activate maize transcription reprogramming and regulate the host metabolism process, thereby dynamically modulating maize resistance to *U. maydis* during their biotrophic interaction.

### 4.2. Amino Acid and Phenylpropanoid Metabolism Are Associated with Defense Response to U. maydis

It has been well-documented that phenylpropanoid metabolism plays important roles in plant defense response to pathogens [34], among which phenylpropanoid-related compounds, such as salicylic acid, lignin, and anthocyanin have been reported to accumulate in maize’s response to *U. maydis* [32,35,36]. Specifically, salicylic acid was essential for the plant defense against biotrophic pathogen, whose biosynthesis could be interfered with by *U. maydis* effector Cmu1, a chorismite mutase, resulting in the attenuated SA activity on activation of host immunity [37]. Moreover, as one of the typical phenotypes of host plants upon *U. maydis* infection, anthocyanin could be targeted and manipulated by a secreted effector protein Tin2 of *U. maydis* to facilitate its virulence [36,38]. However, other secondary metabolites participating in maize defense response to *U. maydis* have been less explored.

In this study, phenylpropanoid and flavonoids metabolites were found to accumulate upon *U. maydis* infection, while the content of aromatic amino acids remained unchanged, indicating the enhanced flux in aromatic amino acid metabolism pathways. Moreover, KEGG pathway enrichment clearly showed that genes involved in amino acids and phenylpropanoid metabolism pathways were co-expressed with defense response genes. Specifically, as a key content of glycolysis, amino acid, and phenylpropanoid biosynthesis pathways [39], the content of shikimic acid in susceptible samples was increased upon *U. maydis* infection, which is consistent with results in susceptible maize line Early Golden Bantam [30]. On the contrary, while shikimic acid content in control samples of resistant line was higher, it decreased upon *U. maydis* inoculation. The fact that numerous phenolic acids and flavonoids were accumulated upon *U. maydis* inoculation suggested that the highly accumulated levels of shikimic acid in the resistant line might contribute to the rapid phenylpropanoid biosynthesis and thus the high basal disease resistance levels.

### 4.3. Possible Role of Oxygen Metabolism in Maize Resistance to U. maydis

ROS has been demonstrated to function as an essential component in the defense response in maize to *U. maydis* as a mutation of *U. maydis* genes related to ROS response resulted in defected virulence [14,40,41]. Moreover, the *U. maydis*-secreted effector pep1 could suppress maize peroxidase POX12 to reversely promote the virulence. However, it is not fully understood how host ROS metabolism interferes *U. maydis* infection.

ROS accumulation in host plant could suppress the growth of pathogen, leading to host cell death, thus limiting the infection area. Previous studies on maize–*U. maydis* interaction were mostly performed on a susceptible maize line Early Golden Bantam, in which host cell death were likely repressed; therefore, limited death of plants could be observed [30]. In this study, several maize lines showed a distinct high percentage of death in plants, such as CIMBL80 and CIMBL126, suggesting a positive connection of ROS production to plant cell death. Meanwhile, we identified continuously induced genes and accumulated metabolites related to ROS metabolism upon *U. maydis* inoculation, which might contribute to the induction of ROS accumulation and cell death in plants [42]. Although plant death was often determined as indicating the highest disease severity in maize seedling inoculated with *U. maydis* in multiple studies, early and rapid death in host plants likely indicated unsuccessful colonization of *U. maydis.* It remains to be further investigated whether the impact of cell death on host resistance to *U. maydis* is indeed line-specific, and mechanisms underlying how ROS-related genes regulate the resistance also need to be further investigated.

In summary, through joint analysis of comparative transcriptome and metabolome using a pair of lines with contrast disease phenotype to *U. maydis*, we showed that *U. maydis* infection could activate host transcriptional and metabolism reprogramming to subsequently regulate maize resistance to *U. maydis*. In particular, a series of metabolites related to amino acid, phenylpropanoid, and flavonoid biosynthesis were activated during *U. maydis*–maize interaction, among which shikimic acid seemed to play essential roles in the basal resistance of maize to *U. maydis*. Therefore, this study could provide evidence for the genetic and molecular mechanisms underlying the complexity of common smut resistance in corn at both transcriptional and metabolism levels.

## Figures and Tables

**Figure 1:**
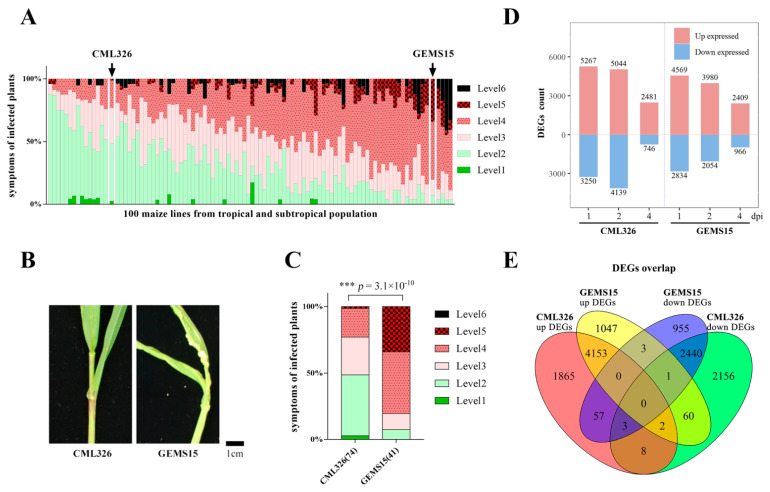
Transcriptome profile of resistant and susceptible maize lines upon *U. maydis* infection. (**A**) Disease symptom distribution among 100 different maize lines. (**B**) Disease symptoms of resistant and susceptible maize lines at 8 days post infection with *U. maydis.* (**C**) Disease index distribution in resistant and susceptible maize lines at 8 days post infection with *U. maydis*. The number of injected plants was labeled in the brackets, and *** indicated significant different distribution in Kruskal–Wallis test *p* < 0.001. (**D**) Number of DEGs in transcriptome profiling of *U. maydis* infected samples relative to mock samples. (**E**) Venn diagram showing overlap of DEGs in resistant and susceptible samples.

**Figure 2:**
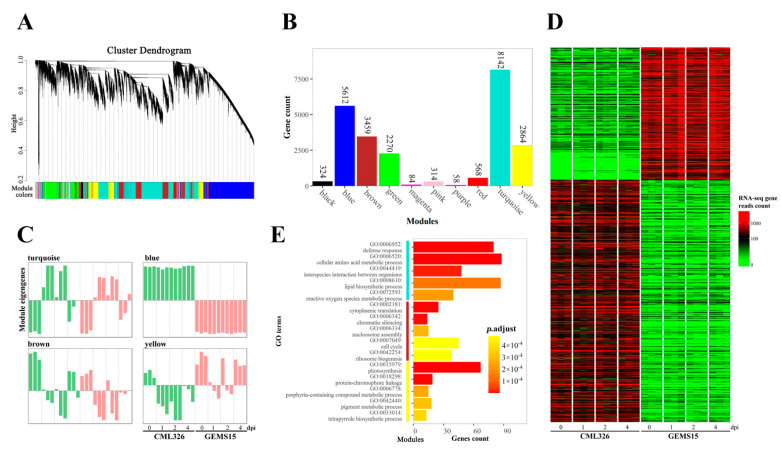
WGCNA and KEGG analysis of DEGs. (**A**) Cluster dendrogram of genes identified in transcriptomic analysis. (**B**) Number of genes in different WGCNA modules. (**C**) Eigengenes of turquoise, blue, brown, and yellow modules. (**D**) Heatmap of genes specifically highly expressed in CML326 or GEMS15 in the blue module. (**E**) Top 5 biological processes enrichment of high module membership genes in turquoise, brown, and yellow modules.

**Figure 3:**
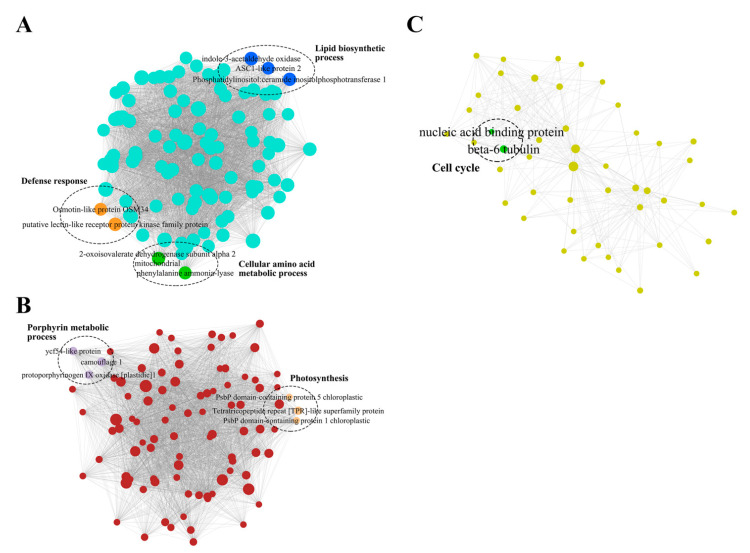
Co-expression network of top 100 co-expressed genes in (**A**) turquoise, (**B**) brown, and (**C**) yellow modules. Dots in network represent genes, lines in network represent co-expression linkage, and dot size indicates strength of co-expression connective within module. Colored dots in dashed ellipse were genes’ annotation in module GO enriched biological process.

**Figure 4:**
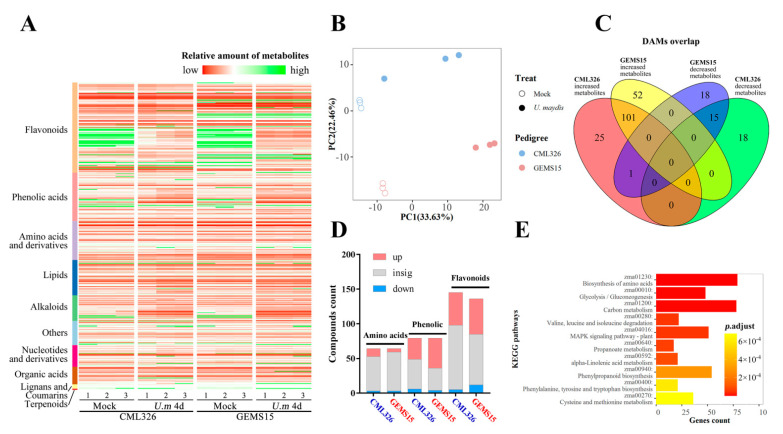
Metabolomic profiling of resistant and susceptible maize lines upon *U. maydis* infection. (**A**) Contents of metabolites detected in metabolome of CML326 and GEMS15 upon *U. maydis* infection. (**B**) PCA analysis of samples in metabolomics profiler. (**C**) Overlapping of significantly changed metabolism content in resistant and susceptible samples infected with *U. maydis* relative to mock samples. (**D**) Statistics of compounds in amino acids and derivatives, phenolic acids, and flavonoids that showed significant change in content upon infection with *U. maydis* at 4 days compared with mock. (**E**) Top 10 KEGG pathways with enrichment of hub genes in turquoise module.

**Figure 5:**
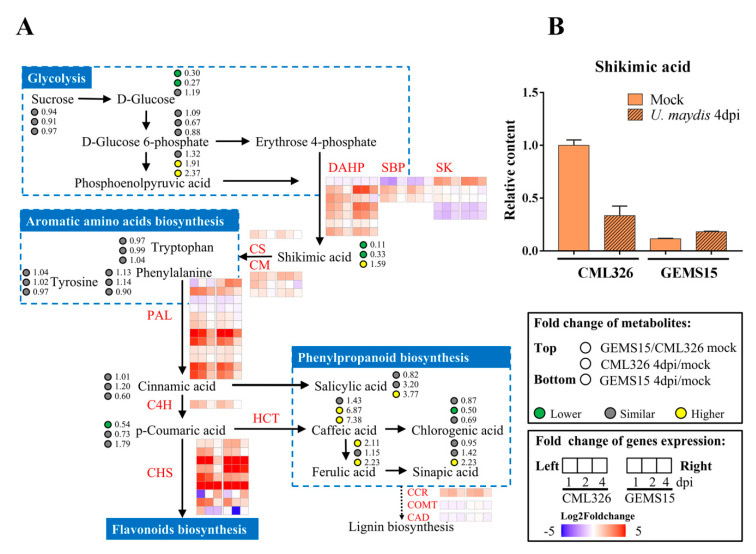
Dynamic changes of gene expression levels and metabolites contents in shikimic acid pathways. (**A**) Pathways involved in glycolysis, aromatic amino acids biosynthesis, phenylpropanoid biosynthesis, and flavonoids biosynthesis and regulation of related genes and metabolites in CML326 and GEMS15 in response to *U. maydis* inoculation. The diagrams in the squares on the right indicate the treatments, time course for metabolite changes, and gene expression levels. DAHP: phospho-2-dehydro-3-deoxyheptonate aldolase; SBP: shikimate biosynthesis protein; SK: shikimate kinase; CS: chorismate synthase; CM: chorismite mutase; PAL: phenylalanine ammonia-lyase; C4H: cinnamic acid 4-hydroxylase; CHS: chalcone synthase; HCT: hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyltranferase; CCR: cinnamoyl CoA reductase; COMT: caffeic acid 3-O-methyltransferase; CAD: cinnamyl alcohol dehydrogenase. (**B**) Relative contents of shikimic acid in CML326 and GEMS15 samples upon infection with *U. maydis*.

## Data Availability

Sequence-based gene count datasets generated from this study have been deposited to NCBI Gene Expression Omnibus (GEO) under the accession number GSE172071 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172071, accessed on 15 April 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12111789/s1: Table S1: Quality analysis of RNA samples for transcriptome sequencing; Table S2: Primers used in this study; Table S3: Fold change of metabolites in mock and *U. maydis* inoculation samples from maize lines CML326 and GEMS15; Figure S1: Disease symptom index of maize seedling of a panel inoculated with *U. maydis* for 8 days; Figure S2: Electropherogram of RNA samples for transcriptome sequencing on 1% agarose gel; Figure S3: Correlation analysis of transcriptome profiling datasets in samples of (A) CML326 and (B) GEMS15; Figure S4: Melting curves of quantitative real-time PCR for validated genes; Figure S5: Quantitative real-time PCR validation of RNA-seq data for gene expression changes; Figure S6: Enrichment of up-regulated DEGs in CML326 and GEMS15 at 1, 2, and 4 dpi upon infection with *U. maydis* relative to mock in (A) biological process, (B) molecular function, (C) cellular component, and (D) KEGG; Figure S7: Enrichment of down-regulated DEGs in CML326 and GEMS15 at 1, 2, and 4 dpi upon infection with *U. maydis* relative to mock in (A) biological process, (B) molecular function, (C) cellular component, and (D) KEGG; Figure S8: Heatmap of genes specifically highly expressed and up-regulated in CML326 in response to *U. maydis*. * indicates DEGs; Figure S9: Heatmap of genes involved in glycolysis, aromatic amino acids biosynthesis, phenylpropanoid biosynthesis, and flavonoid biosynthesis pathways in CML326 and GEMS15 in response to infection with *U. maydis*. * indicates DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

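Gene counts as deposited were used, in a table of whole numbers that the authors made by mapping reads with Hisat2 2.1.0 to the B73 reference and assembling and counting with StringTie 1.3.5, as their methods state. No step before these counts was repeated, and the DESeq2 1.31.2 fit of the paper was replaced by the fit given here. All 24 libraries of the table were used. The metabolite data and the qRT-PCR values of the paper were not analysed here. Identifiers of genes were matched to the annotation of another build of the B73 genome, 42807 by gene number and 101 by symbol, and it served for names and neighbours only. The count table has 51 loci that were assembled without a reference gene.

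Genes were filtered with filterByExpr of edgeR 4.0.16 (a minimum count of 10, a minimum total of 15 and a share of 0.7), and counts were scaled by TMM. The quasi-likelihood model had 1 coefficient for each of the 8 groups. Each infected group was compared with the mock group of its line, in two-sided tests, and p was adjusted by Benjamini-Hochberg over all tested genes of a comparison. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 1. The interaction is the log2 fold change of CML326 minus that of GEMS15, with the same limits. CPM values are scaled by TMM. A library with 0 counts was given 3 counts as its upper limit, and no fold was formed where both groups were at or under it.

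Genes were named by a rule, namely every gene that the paper names by an identifier and that could be matched to the count table, with 1 such gene left out of this work, 27 in all. Genes of the families that the text of the paper names without identifiers were taken by symbol, and the genes with the largest changes or interactions at 1 dpi, 2 in each direction, were taken as well, among called genes with at least 10 counts in every library concerned and with no overlap of mock and infected libraries in the line compared or, for interactions, in the line that changed more. Lists of genes were drawn up by symbol or synonym because the annotation holds no product names, after the names were read and without regard to the values. The lists are light reactions, cell cycle, tubulin, histone, cytosolic ribosomal protein, WRKY, chitinase and PR, jasmonate synthesis, and peroxidase. The anaerobic response list was written after the change of pdc1 had been seen, and pdc1 itself was chosen after its values were seen. Lists were tested with camera of limma 3.58.1, with the correlation between genes estimated for each list and Benjamini-Hochberg over the 81 tests.

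Module profiles are the mean of the standardized log2(CPM + 1) of the genes named in the network of a module, and the groups were compared by exact permutation of the 3 against 3 libraries. Genes expressed in 1 line only were counted by their group means.

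The choices of test, filter, limits, interaction and alternatives were made before the data were examined. The alternatives were RLE and upper-quartile scaling, no filter, a stricter filter, DESeq2 1.42.0 on all libraries and per line, and edgeR per line and on the 6 libraries of each comparison. Further alternatives were thinning to the shallowest library, RIN as a covariate, each of the 24 libraries left out in turn, an adjusted p below 0.05 with no limit on the fold change, an adjusted p below 0.01, and glmTreat. For correlations, profiles, lists and genes of 1 line, other pseudocounts, measures, limits and set tests were used. Alternatives added after the values were seen were counts divided by 4, leaving out replicate 1 at 2 dpi in both lines, and fits of edgeR and of limma-trend on the 12 libraries of each interaction. The alternatives for the lists, among them fry and camera with its preset correlation, were not planned before either.

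Libraries of the same number in different groups carry the same replicate number, and whether these numbers pair the samples was checked by the correlation of deviations from the group means. Between the lines, same-number libraries correlated by 0.61, 0.36 and 0.42 at 1 dpi and by 0.52, 0.39 and 0.33 at 2 dpi for numbers 1, 2 and 3, so the numbers pair the infected libraries of the lines there. They did not at 4 dpi (0.44, −0.26 and 0.12) or in mock (−0.02, 0.05 and −0.21). Between mock and infected groups of a line, the correlation was −0.25 to 0.13 on average, and the lowest single pair had −0.36.

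As a self-test, counts for 31931 genes were simulated with 200 genes changed by 2 on the log2 scale in CML326 at 1 dpi. The edgeR fit found 163 of them (81.5%) with 8 false calls, and 118 in the interaction with 5 false calls. DESeq2 found 179 with 35 false calls, and 150 with 41 in the interaction. Camera gave p 2.8e-12 for a list of lowered genes and 0.588 for a list of unchanged genes. The simulated genes were drawn independently of each other, so this does not show what camera can find in lists of correlated genes.

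Lowest and highest total counts per group were 68358217 and 85288682 in CML326 mock, 67912806 and 87384601 at 1 dpi, 72607343 and 83428876 at 2 dpi, and 66148405 and 80083882 at 4 dpi. In GEMS15 they were 71397711 and 89548130 in mock, 73322661 and 125258728 at 1 dpi, 72277257 and 73804023 at 2 dpi, and 82580168 and 102871019 at 4 dpi. No 2 libraries were identical. Tables and figures were made with R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.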

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

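The tests of loss against the reference, of shared reads and of exchanged line labels were chosen after the interaction values were seen, and the splits between infected and mock libraries were chosen before.

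The response differed between the lines in 304 genes at 1 dpi, 283 at 2 dpi and 56 at 4 dpi. At the unadjusted p below 0.05, 3516, 4034 and 2911 genes did. Without the limit on the size, 315, 288 and 56 genes were called. With the replicate number as a block, which pairs the infected libraries of the lines at 1 and 2 dpi, they numbered 609 at 1 dpi and 613 at 2 dpi, of which 355 and 228 were higher and 220 and 347 lower in CML326 past the limit on the size. At 1 dpi the 315 genes became 161 without CML326 mock replicate 1, 209 without replicate 2 and 180 without replicate 3, and 145 and 139 without replicates 2 and 3 of CML326 at 1 dpi. It was 188 and 161 without GEMS15 mock replicates 1 and 3, and 2.0e+02, 155 and 126 without replicates 1, 2 and 3 of GEMS15 at 1 dpi.

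At 2 dpi the 288 genes became 181 without CML326 mock replicate 1, and 1421, 148 and 161 without replicates 1, 2 and 3 of CML326 at 2 dpi. They became 164 and 176 without GEMS15 mock replicates 1 and 3 and 176 without replicate 2 of GEMS15 at 2 dpi. At 4 dpi the 56 genes became 34 without CML326 mock replicate 2, 103, 24 and 32 without replicates 1, 2 and 3 of CML326 at 4 dpi, 30, 26 and 32 without GEMS15 mock replicates 1, 2 and 3, and 25 without replicate 2 of GEMS15 at 4 dpi.

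Line labels were also exchanged among the 12 libraries of each interaction, in limma-trend on log2 CPM values from which the additive effect of line had been removed, because the lines differ before infection. At 1 and 2 dpi, where the replicate numbers pair the infected libraries, the true labelling was compared with those that part as many pairs. It called 1168 genes at 1 dpi and the others at most 2, and at 2 dpi it called 469 and the others at most 1, so 1 of the 80 splits called as many at each and chance is excluded there. The 20 further labellings drawn, which keep the libraries of 2 of the 3 pairs together, called at most 1 gene at each. At 4 dpi the true labelling called 75 and the others up to 375, so 5 of the 100 splits drawn called as many and chance is not excluded. All that called as many keep the libraries of 2 of the 3 pairs of the same number together, and the 39 other splits drawn that part all 3 pairs called 0, but the numbers did not pair at 4 dpi. For each comparison with mock, the true split was the 1 of 10 that called as many genes, from 2566 in CML326 at 4 dpi to 8353 in CML326 at 2 dpi. The other splits called 0 genes and at most 1 in GEMS15 at 4 dpi. The true split is 1 of 10 whatever the others call, so chance cannot be excluded by these splits for the DEGs of the 6 comparisons. On PC1, however, all mock libraries lay from −122 to −101 and all infected libraries from −60.8 to 118. This argues against chance for the split of mock and infected libraries.

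Among the 215 genes called for the interaction at 1 dpi with at least 10 counts in every library concerned and with no overlap of mock and infected libraries in the line that changed more, the largest values, given with their adjusted p, were 6.46 for 100285310 (0.0130), 5.77 for LOC100273132 (0.000210), −4.88 for 100281743 (0.00218) and −4.91 for LOC103634803 (0.000210), taken because of these values. Mean CPM of 100285310 went from 0.488 ± 0.0988 to 63.2 ± 30.5 in CML326 and from 14.0 ± 11.6 to 20.7 ± 13.8 in GEMS15, so its GEMS15 libraries vary widely. For 100281743 the log2 fold changes were 0.19 in CML326 and 5.07 in GEMS15. The gene LOC103634803 changed by −1.10 in CML326 (adjusted p 0.0169) and 3.81 in GEMS15. Its call in CML326 was lost without CML326 mock replicate 2 (−0.89, adjusted p 0.0724) and without replicate 2 (−1.09, adjusted p 0.0508) or 3 (−0.97, adjusted p 0.0768) of the 1 dpi group.

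In CML326, LOC100273132 rose from 17.6 ± 5.44 to 209 ± 82.8 CPM (3.57), and in GEMS15 it fell from 1.58 ± 0.288 to 0.340 ± 0.0587 CPM (−2.20, adjusted p 0.00107). Reads of 1 line that are lost against the reference could lower a level but not turn a direction, and the fall of −2.20 in GEMS15 speaks against loss as the explanation. Reads shared with a near-identical copy could give such opposite changes, and the mock level of 1.58 CPM in GEMS15 leaves that open. This explanation and a true difference cannot be told apart, because how shared reads were counted is not known here. The alignments of the reads would decide it.

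The class I acidic chitinase (542243) was the only named gene with an interaction at 4 dpi, of 4.14 (SE 0.71, adjusted p 0.0177). With single libraries left out it stayed between 3.76 and 4.84, and its call was lost without CML326 mock replicate 2 (adjusted p 0.0532), replicate 2 of CML326 at 4 dpi (0.0517) or replicate 2 of GEMS15 at 4 dpi (0.0606). In the other annotation build it lies next to 100283208, and the 2 genes may share reads.

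Among the genes called at 1 dpi with at least 10 counts in each library of the comparison and with no overlap of mock and infected libraries, 6530 in CML326 and 5439 in GEMS15, the largest changes were in genes that the paper does not discuss. In CML326, 100280945 rose by 10.29 (SE 1.34, adjusted p 9.68e-06) from 0.361 ± 0.267 CPM, and 100280419 rose by 9.22 (SE 0.89, adjusted p 9.34e-07) from 1.04 ± 0.525 to 626 ± 264 CPM. In GEMS15, 100273457 (CYP71Z18) rose by 10.39 (SE 1.14, adjusted p 3.06e-06) from 0.414 ± 0.390 to 558 ± 189 CPM, and 103641458 rose by 9.61 (SE 1.30, adjusted p 1.93e-05) from 1.01 ± 1.21 to 791 ± 341 CPM. The largest falls were −4.42 for 100278568 and −4.65 for 100283196 in CML326, and −4.10 for 100217138 and −4.54 for 107275243 in GEMS15. All 8 were taken because of their values, and folds from such low mock levels are uncertain.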

How the results depend on the processing

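Tests on counts divided by 4, without replicate 1 at 2 dpi, by edgeR and limma-trend on the 12 libraries of each interaction, and of the anaerobic response list were chosen after the results were seen. Alternatives for the other lists, among them fry and camera with its preset correlation, were not planned before. Numbers of genes are called moved where they changed by a ratio above 1.5, and log2 fold changes are called reversed where their sign changed. Of 67 numbers, correlations and tallies, 21 stayed under every alternative other than leaving out a library, and 46 moved under at least 1. In these, 502 of 642 recomputed values stayed and 140 moved. Of 155 log2 fold changes of genes, 139 kept both their sign and their side of the adjusted p limit under every such alternative. Of 90 lists and comparisons, 23 did. Few signs changed. Of the 1839 recomputed gene values 4 reversed, 16 lost the adjusted p limit and 20 gained it. Of the 690 recomputed list values 7 reversed, and 112 kept their sign and gained the adjusted p limit. The cause of a changed result was not tested.

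Scaling by RLE, scaling by the upper quartile, the stricter filter and thinning to the shallowest library moved no number of DEGs. With RIN as a covariate, genes down in CML326 at 4 dpi numbered 215. With upper-quartile scaling, 4 small log2 fold changes reversed, namely 100279999 in CML326 at 2 dpi (−0.089), CM1 at 1 dpi in CML326 (−0.14) and GEMS15 (−0.12), and ccr2 in GEMS15 at 1 dpi (−0.080). With RLE, 3 list differences near 0 reversed, WRKY at 2 dpi (0.034), chitinase and PR at 4 dpi (0.029) and jasmonate synthesis at 4 dpi (0.0072).

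DESeq2 on all 24 libraries called more. Genes down in CML326 at 4 dpi numbered 609. The interaction numbers, given as higher in CML326, lower in CML326 and of any size, were 574, 315 and 998 at 1 dpi, 389, 453 and 978 at 2 dpi, and 2.0e+02, 204 and 450 at 4 dpi. Genes up and down at different time points were 17 in CML326 and 5 in GEMS15. Genes of 1 line with an interaction were 415 (up, CML326), 2.1e+02 (up, GEMS15), 252 (down, CML326) and 159 (down, GEMS15). In the self-test DESeq2 also made more false calls. DESeq2 per line gave 566 genes down in CML326 at 4 dpi and 2113 in GEMS15 at 2 dpi, and 16 and 9 genes up and down. For genes up and down in GEMS15, edgeR per line gave 0 and edgeR on the 6 libraries gave 4.

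With the replicate number as a block, the replicate block fit gave interaction numbers of 355, 220 and 609 at 1 dpi, 228, 347 and 613 at 2 dpi, and 75, 104 and 181 at 4 dpi. It gave 4 genes up and down in GEMS15, 220 genes up only in CML326 and 147 down only in CML326 with an interaction. The chitinase and PR list difference at 4 dpi reversed to 0.069. The tubulin gene 542239 was called in GEMS15 at 2 dpi (−1.10, adjusted p 0.00434), the chalcone synthase gene c2 passed the limit for the adjusted p in CML326 at 1 dpi (0.70), and no other call of a gene named here changed under the block.

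Counts divided by 4 gave interaction numbers at 4 dpi of 15 lower in CML326 and 36 of any size, and list differences of 0.040 for WRKY at 2 dpi, 0.012 for chitinase and PR at 4 dpi and 0.0087 for jasmonate synthesis at 4 dpi. Without replicate 1 at 2 dpi in either line, genes down in GEMS15 at 2 dpi numbered 3332, and the interaction numbers at 2 dpi were 313, 637 and 1004. On the 12 libraries of each interaction, edgeR gave 592, 303 and 1051 at 1 dpi and 10, 11 and 21 at 4 dpi. Limma-trend gave 745, 423 and 1381 at 1 dpi, 249 higher in CML326 and 475 of any size at 2 dpi, and 41 higher in CML326 at 4 dpi.

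With no limit on the fold change, genes down numbered 5655, 6268 and 1235 at 1, 2 and 4 dpi in CML326 and 4617, 2839 and 1380 in GEMS15. At any time point they numbered 7363 in CML326, 5370 in GEMS15 and 4084 in both. Genes up and down were 28 in CML326 and 7 in GEMS15, and 18375 genes were called in either line.

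With an adjusted p below 0.01, genes up at 4 dpi numbered 1582 in CML326 and 1501 in GEMS15. Genes down numbered 115 in CML326 at 4 dpi, and 1569, 796 and 302 at 1, 2 and 4 dpi in GEMS15. Interaction numbers were 35, 45 and 80 at 1 dpi, 32, 46 and 78 at 2 dpi, and 5, 6 and 11 at 4 dpi. Genes up and down were 0 in CML326 and 1 in GEMS15, genes down at any time point were 1882 in GEMS15, and those down in both lines were 1237. Genes of 1 line with an interaction were 40 (up, CML326), 43 (up, GEMS15), 22 (down, CML326) and 8 (down, GEMS15).

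With glmTreat, genes up numbered 3291, 3261 and 1153 in CML326 and 2615, 2584 and 1157 in GEMS15, and genes down 576, 958 and 17 in CML326 and 260, 99 and 43 in GEMS15. Interaction numbers were 30, 36 and 66 at 1 dpi, 27, 35 and 62 at 2 dpi, and 6, 7 and 13 at 4 dpi. At any time point, 3749 genes were up and 1117 down in CML326, 3002 were up and 336 down in GEMS15, and 0 were up and down in CML326 and 0 in GEMS15. In both lines 2452 were up and 116 down. Only in GEMS15, 550 were up and 220 down, only in CML326 1001 were down, and 5627 were called in all. Genes of 1 line with an interaction were 32 (up, CML326), 30 (up, GEMS15), 7 (down, CML326) and 6 (down, GEMS15).

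The median correlation between lines was 0.877 with log2(CPM + 0.1), 0.933 without a filter and 0.898 with Spearman, and that between groups of a line was 0.956 without a filter. Genes of CML326 only numbered 74 at a CPM of at least 5 and 2.2e+02 with 0 counts in the other line, and genes of GEMS15 only 57 and 99. With r over 0.9, 1735, 873 and 834 genes followed the turquoise, brown and yellow profiles. Fry called 45 tests of the lists and 5 of the anaerobic response list, and camera with the preset correlation called 56 and 6.

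Leaving out each library in turn moved 117 of 1560 numbers. Genes up ranged from 1597 to 3029 in CML326 and from 1470 to 2630 in GEMS15 at 4 dpi. Genes down ranged from 107 to 535 in CML326 at 4 dpi, and in GEMS15 from 1519 to 2814 at 1 dpi, 907 to 3411 at 2 dpi and 383 to 759 at 4 dpi. Interaction numbers of any size ranged from 126 to 439 at 1 dpi (60 to 252 higher, 66 to 151 lower), 148 to 1421 at 2 dpi (69 to 349 higher, 78 to 1009 lower) and 24 to 103 at 4 dpi (9 to 67 higher, 13 to 46 lower). Genes up and down ranged from 1 to 11 in CML326 and 0 to 5 in GEMS15. Genes of 1 line with an interaction ranged from 86 to 260 (up, CML326), 63 to 125 (up, GEMS15), 40 to 573 (down, CML326) and 26 to 88 (down, GEMS15).

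Of the log2 fold changes of genes, 125 of 155 kept their sign and call with every library left out. Those that reversed were 100279999 in CML326 at 2 dpi (−0.16 to 0.29), CM1 at 1 dpi in CML326 (−0.036 to 0.11) and GEMS15 (−0.049 to 0.10), ccr2 in GEMS15 at 1 dpi (−0.050 to 0.13), and 100285310 in GEMS15 at 1 dpi (−0.022 to 1.37). Interactions that reversed at 1 dpi were those of 103635232 (−0.44 to 0.10) and 542464 (−0.49 to 3.40).

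Medians of lists that reversed were that of histone in GEMS15 at 4 dpi (−0.047 to 0.31) and differences between the lines near 0. At 1 dpi these were light reactions (−0.14 to 0.19), cytosolic ribosomal protein (−0.042 to 0.11), WRKY (−0.040 to 0.17) and chitinase and PR (−0.65 to 0.18). At 2 dpi they were light reactions (−0.84 to 0.14), cytosolic ribosomal protein (−0.40 to 0.00080), WRKY (−0.10 to 0.17), chitinase and PR (−0.37 to 0.32) and jasmonate synthesis (−0.14 to 0.026). At 4 dpi they were tubulin (−0.30 to 0.090), WRKY (−0.22 to 0.16), chitinase and PR (−0.55 to 0.82), jasmonate synthesis (−0.11 to 0.088) and peroxidase (−0.39 to 0.078).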

Differences from the paper's values

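The tests on counts divided by 4 and without replicate 1 at 2 dpi were chosen after seeing the values. The fry test of the cell cycle list was not planned, and all other settings named here were set before the data were examined. Of 26 values of the paper that could be compared, 7 differ by a ratio above 1.5, and the largest ratio among the rest is 1.24. All differing DEG numbers are of genes called down or of genes called in several comparisons. The cause of these differences was not tested, apart from the settings given.

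Genes down in CML326 at 4 dpi are about 750 in Figure 1D, read by eye, and 345 here. DESeq2 on all 24 libraries (609) and per line (566), the replicate block fit (513), and leaving out replicate 1 of CML326 at 4 dpi (535) lie within a ratio of 1.5. Upper-quartile scaling (468), RLE (420), the stricter filter (362), edgeR on 6 libraries (472), counts divided by 4 and no limit on the fold change (1235) come nearer and do not reach it. So do the fits without replicate 1 (449), 2 (353) or 3 (370) of CML326 at 2 dpi, replicate 1 (478), 2 (358) or 3 (360) of GEMS15 at 2 dpi, or replicate 3 of GEMS15 at 4 dpi (359). Thinning gave 345. No filter (325), edgeR per line (295), RIN as a covariate (215), an adjusted p below 0.01 (115), glmTreat (17) and the remaining fits without 1 library lie farther off, among these the fits without CML326 mock replicate 2 (173) or replicate 3 of CML326 at 4 dpi (107).

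Genes down in GEMS15 at 2 dpi are about 2100 in Figure 1D, read by eye, and 1396 here, which is close to the limit of 1.5 and depends on how the bar is read. RLE (1720), upper-quartile scaling (2080), the stricter filter (1405), DESeq2 on all libraries (1975) and per line (2113), edgeR per line (1643) and on 6 libraries (1422), the replicate block fit (1813), RIN as a covariate (1621), no limit on the fold change (2839), and counts divided by 4 (1714) reach it. So do the fits without CML326 mock replicate 1 (1570) or 2 (1573), replicate 1 (1560), 2 (1409) or 3 (1432) of CML326 at 2 dpi, GEMS15 mock replicate 2 (1497) or replicate 3 of GEMS15 at 4 dpi (1648). No filter (1338), thinning (1392), an adjusted p below 0.01 (796), glmTreat (99), leaving out replicate 1 at 2 dpi in both lines (3332), and leaving out replicate 1 (3411), 2 (907) or 3 (928) of GEMS15 at 2 dpi do not, nor do the remaining fits without 1 library.

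Genes down in GEMS15 at 4 dpi are about 970 in Figure 1D, read by eye, and 610 here. RLE (709), upper-quartile scaling (757), DESeq2 on all libraries (866) and per line (861), edgeR on 6 libraries (666), the replicate block fit (664), RIN as a covariate (795) and no limit on the fold change (1380) reach it. So do the fits without replicate 1 of CML326 at 2 dpi (662), GEMS15 mock replicate 2 (652) or replicate 1 (759) or 2 (671) of GEMS15 at 2 dpi. No filter (580), the stricter filter (627), edgeR per line (625), thinning (619), an adjusted p below 0.01 (302), glmTreat (43) and the remaining fits without 1 library do not.

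Genes called up and down in CML326 number 13 in the paper and 8 here. Upper-quartile scaling (10), DESeq2 on all libraries (17) and per line (16), and the fits without replicate 1 of CML326 at 1 dpi (10), replicate 1 (11) or 2 (9) of CML326 at 2 dpi, or replicate 1 (9) or 3 (10) of GEMS15 at 4 dpi reach it, and the other settings do not. In GEMS15 they number 4 in the paper and 2 here. RLE, thinning and RIN as a covariate (3 each), DESeq2 on all libraries (5), edgeR on 6 libraries and the replicate block fit (4 each) reach it, as do the fits without replicate 1 of CML326 at 1 dpi, replicate 2 of GEMS15 at 2 dpi, replicate 1 of GEMS15 at 4 dpi (3 each), replicate 1 of CML326 at 2 dpi, replicate 1 of GEMS15 at 1 dpi, replicate 1 or 3 of GEMS15 at 2 dpi (4 each) and replicate 3 of GEMS15 at 4 dpi (5). DESeq2 per line (9), no limit on the fold change (7), edgeR per line and glmTreat (0) and the other settings do not.

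The paper enters 24218 DEGs into the network analysis, and 12247 genes are called in either line here. Only no limit on the fold change (18375) comes within a ratio of 1.5, and no other setting does. The numbers that the paper gives for genes up or down at any time point allow at most 12884 genes called in either line, so 24218 may count something else. The paper states 24 M clean reads per sample, while the median total is 74.6 M counts, and only counts divided by 4 (18.7 M), chosen after seeing the values, come within the ratio.

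The statement of the paper on CAD, which names no time point, differs in call at 1 dpi. Those on DAHP synthase and on cell cycle genes are set beside the values found here. CAD (542663) fell in CML326 at 1 dpi by less than the limit for DEGs. The DAHP synthase gene (103637516) was called at 1 and 2 dpi in CML326 and not in GEMS15, as the paper states. Its interaction of 1.25 at 1 dpi was not called (adjusted p 0.695). The paper states that cell cycle genes were repressed in CML326 but not in GEMS15. The medians of the cell cycle list in GEMS15 were −0.54 at 1 dpi and −0.40 at 2 dpi, with no gene called. The difference between the lines was not called by camera (adjusted p 0.226 and 0.253) and was called by fry (0.0309 and 0.0278).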

Other observations

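All tests in these paragraphs were chosen after the result was seen, apart from the score for a wrong time point and the question of plant age. The anaerobic response list was written after the change of pdc1 had been seen.

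Replicate 1 of GEMS15 at 2 dpi and replicate 3 of GEMS15 at 4 dpi resemble each other more than their own groups. An exchange of the 2 labels would not remove this pattern. With the labels exchanged, the 2 would still correlate more with each other (0.988) than with the remaining libraries of their groups (0.967 and 0.963). The smaller of the 2 differences is 0.0213, beside an SD of 0.0121 of the correlations within groups. Whether the labels were exchanged cannot be told from this, because the 0.988 is the same under either labelling. The group means point both ways. Replicate 1 at 2 dpi had a mean r of 0.959 with its own group and 0.967 with the 4 dpi group. Replicate 3 at 4 dpi had 0.971 with its own group and 0.963 with the 2 dpi group. Shallower sequencing is unlikely, since replicate 1 at 2 dpi has 72667065 counts and the lowest of its group has 72277257. A few genes that take most counts are unlikely too, since the 10 most counted genes took 3.88% of its counts. A wrong time point of replicate 1 at 2 dpi alone cannot be told apart from a weaker response. Its score over 2599 genes that separate 4 dpi from 2 dpi in CML326 was 0.0737, beside 0.111 to 0.804 in GEMS15 at 4 dpi and −0.656 and −0.634 in the other libraries at 2 dpi.

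Replicate 1 had the weakest response in 6 of the 6 infected groups. If the numbers meant nothing, 1 number would be weakest in all 6 with a chance of 0.00412. A batch shared by libraries of the same number across lines, such as plants grown and injected together, could explain these 6 groups. The deviations of same-number libraries correlated between the lines by 0.46 at 1 dpi and 0.41 at 2 dpi on average, but by 0.10 at 4 dpi, with −0.26 for replicate 2, and by −0.06 in mock. The libraries of CML326 at 4 dpi correlated with those of GEMS15 at 1 dpi by 0.51, 0.17 and 0.46. Shallower sequencing of replicate 1 is unlikely, because replicate 1 had the lowest total in 2 of the groups only.

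The larger number of genes down in CML326 at 2 dpi, at a ratio of 2.67 to GEMS15, could come from replicate 1 of GEMS15 alone. Without replicate 1 in either line the ratio was 1.52, at the limit of 1.5 set for it, so this cannot be told apart from a difference of the lines. Depth is unlikely as an explanation, since the ratio was 2.69 after thinning all libraries to the same total.

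Some genes called in 1 line only may have passed a threshold there and missed it in the other line with the same direction of change. Of the genes called up only in CML326, 75.2% also rose in GEMS15, which shows the direction alone and was not set against a share without a response. At the time point of their largest change in CML326, their median log2 fold change in GEMS15 was 0.54, and 16.5% of them exceeded 1. Most were well short of the limit on the fold change there, and their values in GEMS15 at other time points were not used.

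A weaker response of GEMS15 as a whole is not excluded as the reason for the smaller fall of its cell cycle list at 1 dpi. The light reactions list differed by only 0.042 between the lines there. By their medians, the tubulin, histone, jasmonate synthesis and peroxidase lists also changed less in GEMS15. The chitinase and PR and the cytosolic ribosomal protein lists did not. The median of the WRKY list was lower in GEMS15, but its mean level rose about alike. That level went from 2.03 to 3.57 in CML326 and from 1.96 to 3.45 in GEMS15. At 2 dpi the light reactions list differed by −0.34, and a weaker response as a whole cannot be told apart from a difference of the cell cycle list. A higher level of the list in CML326 mock plants is unlikely to be the reason, because at 1 dpi the list was lower in CML326 than in GEMS15, by −0.78.

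The pyruvate decarboxylase gene pdc1 rose at 1 dpi by 9.51 (adjusted p 6.03e-05) in CML326 and 10.70 (adjusted p 0.000114) in GEMS15, from mock libraries of 0 to 114 and 0 to 8 counts. At 4 dpi it was at 2.36 in CML326, where it was not called (adjusted p 0.175), and 8.07 in GEMS15 (adjusted p 0.00264). Over the alternatives the values in GEMS15 ran from 9.603 to 15.15 at 1 dpi and from 7.43 to 12.53 at 4 dpi. An anaerobic response of the injected tissue may explain this. The other genes of the anaerobic response list had a median of 2.69 at 1 dpi and 2.41 at 2 dpi in CML326, with 11 and 9 genes called up, and 2.17 and 1.72 in GEMS15. Camera did not call the list (adjusted p 0.256 at 1 dpi).

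Counts computed from coverage, with 1 read pair worth about 4 units, could explain why 33.7% of the low values are multiples of 4. With this unit the median library would hold 18650763 read pairs. The fit allows for any such factor through its dispersion, and counts divided by 4 changed few results.

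Genes called in the same direction in both lines, 4184 of them up, could respond to plant age, to the wound or to the injected liquid as well as to the fungus. These cannot be told apart, because mock plants of the same age were not used here, and such libraries would decide it. Reads of the fungus counted on maize genes could add to them too. Of the genes up in both lines at 1 dpi, 127 of 3540 (3.59%) had no count in any mock library, and a true induction from 0 cannot be told apart from fungal reads without the reads themselves.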
